# Comparative Transcriptional Profiling of the Axolotl Limb Identifies a Tripartite Regeneration-Specific Gene Program

**DOI:** 10.1371/journal.pone.0061352

**Published:** 2013-05-01

**Authors:** Dunja Knapp, Herbert Schulz, Cynthia Alexander Rascon, Michael Volkmer, Juliane Scholz, Eugen Nacu, Mu Le, Sergey Novozhilov, Akira Tazaki, Stephanie Protze, Tina Jacob, Norbert Hubner, Bianca Habermann, Elly M. Tanaka

## Abstract

Understanding how the limb blastema is established after the initial wound healing response is an important aspect of regeneration research. Here we performed parallel expression profile time courses of healing lateral wounds versus amputated limbs in axolotl. This comparison between wound healing and regeneration allowed us to identify amputation-specific genes. By clustering the expression profiles of these samples, we could detect three distinguishable phases of gene expression – early wound healing followed by a transition-phase leading to establishment of the limb development program, which correspond to the three phases of limb regeneration that had been defined by morphological criteria. By focusing on the transition-phase, we identified 93 strictly amputation-associated genes many of which are implicated in oxidative-stress response, chromatin modification, epithelial development or limb development. We further classified the genes based on whether they were or were not significantly expressed in the developing limb bud. The specific localization of 53 selected candidates within the blastema was investigated by *in situ* hybridization. In summary, we identified a set of genes that are expressed specifically during regeneration and are therefore, likely candidates for the regulation of blastema formation.

## Introduction

In salamander, limb amputation initiates a wound-healing response followed by the emergence of a proliferative zone of cells, called the blastema, that consists of mesenchymal progenitor cells covered by an epithelium [1].

Injuries trigger a wound-healing response as the first step in regeneration, but simple wounding is not sufficient to launch a full regeneration response. A number of axolotl limb studies have indicated that limb wounds in the absence of full amputation are repaired imperfectly, as in mammals (for review see [2]). Moreover, critical size bone defects are not repaired in the axolotl limb, similar to mammals [3]–[5]. Therefore, the specific conditions related to amputating the limb are critical to the accumulation of mesenchymal blastema cells that will regenerate the limb. An important question is what are the molecular factors that determine the establishment of a blastema only after amputation, in contrast to other injuries.

In terms of a molecular perspective, a number of important studies have previously surveyed changes in gene or protein expression that occur during limb regeneration. Proteomic profiling at 1, 4 and 7 days after amputation and subtractive hybridization screen of the 4 day axolotl limb blastema compared to mature tissue have revealed a number of proteins and transcripts that are induced in a time course upon limb amputation [6], [7]. In these studies, the identified transcripts could have been associated with wound healing, amputation or both. Three additional studies using microarrays applied comparative strategies to delineate progress of normal limb regeneration versus conditions where regeneration fails. One study compared normal and denervated limbs at 5 and 14 days after amputation [8], [9]. Another study compared the regenerative versus laterally wounded epithelium at 7 days after injury, but the changes leading to the formation of mesenchymal blastema were not examined in this comparative approach [8], [9]. The most recent study used microarrays to profile normal and denervated limbs at 1, 3 and 7 days and compared that to a skin injury at the body flank [10].

While the events associated with wound healing are doubtlessly a critical part of initiating regeneration, our aim was to identify an amputation-specific gene set that underlies the transition from the adult to the blastema state, distilled apart from the wound healing gene network. It is likely that many changes occur in the first hours or days after limb injury, and a detailed time course particularly at the early time points may help to define the relative kinetics of gene expression changes required to define the early versus late genetic programs acting in this sequence.

We have identified a set of regeneration-associated genes in *Ambystoma mexicanum* (axolotl) by performing a high density expression profiling time course that compared healing of severe lateral wounds to regeneration of amputated limbs. We also measured expression in the developing limb bud, which was not described in previous studies. By comparing and bioinformatically clustering expression profiles of these samples, we observed a molecularly distinguishable tripartite program, which parallels the three phases of regeneration that were previously described based on morphological/cellular observations: early wound healing is followed by a transition-phase leading to establishment of the limb development program. By focusing on the transition-phase, we identified 93 regeneration-associated genes with annotated functions in oxidative-stress response, chromatin modification, epithelial development and limb development. In addition to the gene expression profiles identified in our microarray experiments, we provide an *in situ* hybridization database of the clearest regeneration-specific gene candidates that were identified in our screen. This dataset serves as a resource for gene products involved in converting cells to a regenerative phenotype.

## Results

### A screen to identify regeneration-specific transcripts in *Ambystoma mexicanum*

To carry out the gene expression profiling of regeneration, we produced a custom-designed 60-mer microarray based on an EST contig assembly of published EST-sequences from *Ambystoma mexicanum*, *Ambystoma tigrinum* plus unassembled salamander ESTs present in the NCBI database [11], [12] (Materials and Methods). In total this assembly consisted of 17452 non-overlapping contigs suitable for probe design. 9432 contigs were assigned a presumptive human homolog in the RefSeq protein database with a cut-off for homology at E =  10^−3^. In total we obtained 5792 different RefSeq identifiers.

For a subset of the contigs it was unclear which DNA strand is the coding strand, so for these contigs two strands were considered as separate targets and the probes were designed for both targets. Thus, in total we designed probes against 22753 different targets. 

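The scanner files of the microarray list 43736 custom probes. By the target name that these files give to each probe, the probes cover 22767 targets. Of these, 20791 targets have 2 probes, 1954 have 1 probe and 22 have more than 2 probes. In the last group, 19 targets have 10 probes each.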

In most cases (n = 20805) two non-overlapping probes were designed for each target, in a number of cases (n = 1926), a single probe, and more then two probes for 22 targets, giving a total of 43736 probes.

We designed the expression profiling with the aim of identifying the earliest transcripts involved in blastema cell formation. We, therefore, compared forelimb lower arm regeneration versus deep lateral wound-healing samples in a high-density time course focusing particularly on early stages (0, 3, 6, 9, 12, 24, 36, 52, 72, 120, 168, 288 and 528 hours after injury). The latest time point represented the notch stage of regeneration, where the blastema had clearly started to re-differentiate into morphologically identifiable limb elements (Figure 1). To ensure that the amputated and lateral wound samples were as comparable as possible, the lateral wound samples were generated by slicing the forelimb through 50% of the cross-sectional diameter (Figure 1). Amputated and lateral wound samples were made as matched contralateral samples of four individual animals per time point and were separately pooled. In the amputated samples, the regenerated tissue along with tissue 2 mm behind the cut site was collected for processing. In the lateral wound samples a 2 mm thick limb segment just proximal to the injury was collected. In addition to the regenerating and wound-healing limb samples, we isolated RNA from developing axolotl limb buds pooled from different stages ranging from midbud (the earliest stage we could collect) to notch stage. 

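The axolotl is a salamander that regrows an amputated limb, and a deep lateral wound of the same limb heals without forming a new one. RNA of each sample was labelled with Cy3 and hybridised to a custom 1-colour array of 60-mer probes, with 4 arrays on each slide. The labels list 80 arrays, of which 36 are amputation samples, 36 are lateral wound samples, 5 are mature limb samples and 3 are limb bud samples. At each of 12 time points from 3 to 528 h, 3 replicates were measured after each injury, and each replicate is a clutch of animals. For the latest time point the source names give 524 h, while the other labels and the paper give 528 h, which is used here. Mature limb was measured on 2 arrays in replicates 1 and 3 and on 1 array in replicate 2, and the arrays of one replicate were averaged, so that n = 3. The amputation and the lateral wound limb of one clutch and time point come from the same animals, and all 36 such pairs lie on one slide.

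The authors deposited the output of the Feature Extraction software for each array, in which the processed signal is an intensity with the background subtracted and without normalization between arrays. The 75th percentile of the processed signal was 1136 to 2894 per array, with a median of 2081. Between 35630 and 41451 probes per array were well above background, with a median of 39153, and 2408 values at spots marked as outliers were set aside. For most comparisons the values were scaled to the 75th percentile of each array as in the paper's methods, floored at 5 and put on the log2 scale, and for the comparison of both time courses they were quantile normalized. The methods set the floor before scaling, and in that order 19613 probes changed over the amputation time course, against 19614 in the order used here. The filter of the methods, a raw signal of at least 50 on 20% of the arrays, kept 38090 probes. Groups were compared with limma's moderated tests at a Benjamini-Hochberg FDR of 5%. Amputation was set against lateral wound on the differences within pairs, and the correlation of the paired limbs' deviations from their group means was 0.631 to 0.894 over the 36 pairs. The number of arrays, 3 per group, limits the precision of every value.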

Three independent time courses were performed to provide three biological replicates of the experiments.

**Figure 1:**
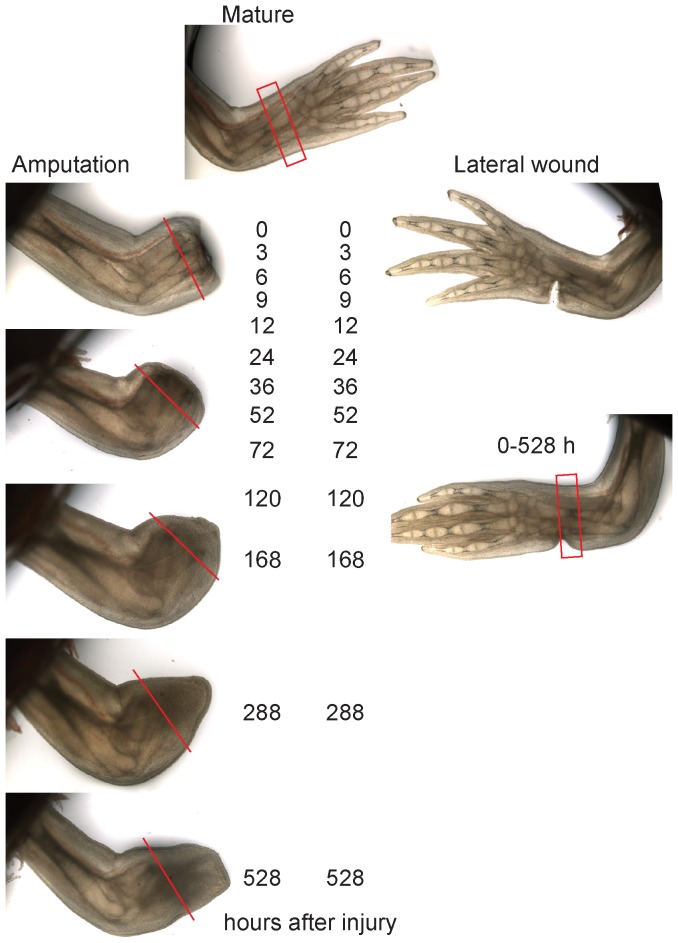
Comparative transcriptome profiling of regeneration versus lateral wounding in the axolotl limb. Live images of amputation and lateral wound limb samples spanning 0–528 hours (22 days) after injury. The red lines in the amputated series depict the plane approximately 2 mm behind the amputation plane. All tissue distal to the line was collected for the microarray sample. In the mature limb and lateral wound series the collected tissue is depicted by red rectangles.

The axolotl transcriptome is only partially sequenced. Although probes with an obvious cross-hybridizing potential were excluded from the array, it was important to assess the quality (potential cross-reactivity) of the probes. We compared the expression profiles between non-overlapping probe-pairs designed for the same target, focusing only on the set of 21493 probes that show statistically significant expression changes during the time course (ANOVA at 5% FDR). In this set there were 8151 probe-pairs and we calculated the Pearson's correlation coefficient (r) for each pair across all time points. For 88.3% of the probe-pairs r >0.8 and for 80.3% pairs r >0.9 (Figure S1A). Thus, for a majority of targets we find a good agreement in the expression measurement by independent probes strongly suggesting that they accurately reflect the corresponding RNA levels.

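The profiles of 7735 pairs of probes could be compared, from targets with exactly 2 probes of which both changed. The set of changed probes was drawn from the mature limb, amputation and lateral wound groups with limma's moderated F-test and held 19902 probes. Pearson's r was calculated for each pair across the means of these groups, which form time series and are not independent replicates. It was above 0.8 for 93.8% of the pairs and above 0.9 for 83.7%. The median r was 0.969, and 68 pairs had an r below 0. Within single replicates, 83.3, 77.6 and 84.9% of the pairs exceeded 0.8 in replicates 1, 2 and 3. Across single arrays in place of group means, the shares were 76.3% and 51.8%. From the likeness of independent probes for one target, the paper proposes that the probes reflect the levels of their RNA.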

To validate the quantitative aspect of the gene expression data we performed qPCR analysis on seven representative targets; two targets with a strong signal in the microarray, two with medium signal and three with a weak signal. 

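The processed signal before normalization was read for 1 probe of each of the 7 targets, the one with the highest mean signal among its probes in Tables S1 and S2, or in the scanner files where the tables hold none. Over all 80 arrays the median intensity was 5934 for Psca, whose probe lies on target ETlab_LY6. It was 3479 for DK45, a contig named RV_Am_asm_3322 without an assigned homolog. It was 969 for Wnt5b and 460.3 for Wnt5a. For Fgf10 the median was 42.1, for DK35, the contig ET_Am_asm_6446, it was 16.9, and for Tgm5 it was 11.1. The probes of Psca, DK45, Wnt5a and Wnt5b were well above background on all 80 arrays. Fgf10 reached that level on 68 arrays, Tgm5 on 24 and DK35 on 22.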

The median raw expression values of these seven genes in the microarray span three orders of magnitude. For all seven targets the microarray and qPCR profiles were remarkably similar, with qPCR generally showing about 2–3 fold larger difference between the baseline and the highest value per probe, as compared to the microarray (Figure 2A). This gave us confidence that a large percentage of the profiles would represent true changes in the expression profiles.

**Figure 2:**
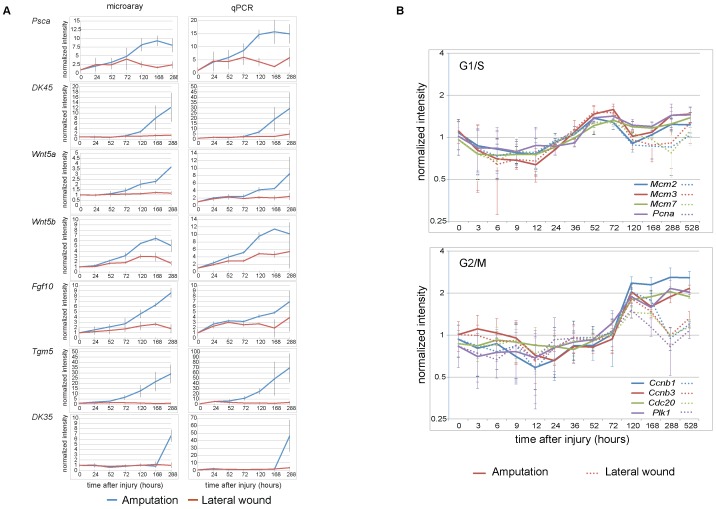
Validation of the gene expression profiling using microarray. A. Validation of gene expression changes by qPCR The expression profiles of seven representative genes- two with a strong signal from the microarray (*Psca and DK45 (RV_Am_asm_3322*)), two with medium signal (*Wnt5a and Wnt5b*) and three with a weak signal (*Fgf10, Tgm5 and DK35 (ET_Am_asm_6446*)) are shown. Time course of gene expression measured by microarray is shown on left, and qPCR on the right. The replicates of the microarray were normalized as described in the Methods section. qPCR data were normalized to the levels of *Rpl4* (Large ribosomal protein 4), which showed uniform expression levels in all microarray samples. In both, microarray and qPCR data, the normalized expression level at 0 hours is set to 1. The gene profiles obtained by microarray and by qPCR are remarkably similar although the dynamic range is 2–3 fold greater when measured by qPCR. All data points represent the mean of three biological replicates. Error bars show standard deviation. B. Validation of the time-course progression Cell cycle regulator expression reflects blastema formation in the regeneration time course. Top, G1/S-genes, *Mcm* and *Pcna* show a second peak at 288 hours in regeneration sample but not in the lateral wound sample. Bottom, G2/M-genes, *CyclinB, Plk, Cdc20*, remain highly expressed in the regeneration time course whereas they decline by 168 hours in the lateral wound time course. Each line depicts the trace of one representative probe for the gene averaged over three replicates with the error bars representing standard deviation. For each probe the median value of all measurements is set to 1. Solid lines: amputation time course, dotted line: lateral wound time course. See also Figure S1.

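On the array, DK45 rose to 15.99 ± 0.34 at 528 h after amputation (mean log2 normalized signal and SD, n = 3), against 11.33 ± 0.70 in mature limb and 12.02 ± 0.49 in the lateral wound at that time. Its difference from mature limb was 4.65 (standard error 0.55, adjusted p = 1.00e-07 from limma's moderated test, higher in 3 of 3 replicates). Psca reached 0.74 over mature limb at 288 h (adjusted p = 0.00335) with the brightest of its 5 probes, on target ETlab_LY6. Its other 4 probes lie on another contig, RV_Am_asm_4183, and reached 3.09 to 3.74 at their highest. Wnt5a reached 1.80 at 288 h and Wnt5b 2.64 at 168 h, and Fgf10 reached 2.30 at 288 h, each higher in 3 of 3 replicates. Tgm5 and DK35 were not well above background on any mature limb array, so only a bound can be given for them. It sets the mean of the brighter group against, on each array of the dimmer group, the higher of the probe's own signal and the lowest signal among probes well above background. By this bound Tgm5 was at least 11.7-fold higher at 528 h after amputation than in mature limb, and DK35 at least 4.07-fold higher at 288 h.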

### A late regeneration-associated phase of cell cycle regulator expression

As an initial assessment of the time course dataset, we examined the profile of cell cycle regulators to determine if we could detect the onset of cell proliferation associated with injury and blastema formation. We charted the G1/S-phase transition associated *Mcm* factors and *Pcna*, and the G2/M-associated genes *Cyclins B1* and *B3*, *Cdc20 and Plk1* (Figure 2B). Consistent with their sequential roles in the cell cycle, the expression level of the G1/S-phase transcripts rose first, starting at 24 hours and rising to an initial peak at 72 hours. Transcripts associated with G2/M showed a peak at 120 h. This early response was observed in both amputation and lateral wound samples, indicating that the early onset of cell proliferation is associated with tissue injury. We conclude that the microarray profile can detect a cellular change associated with regeneration.

Interestingly, the regeneration samples specifically displayed a late phase of cell cycle regulator expression that corresponds to blastema cell formation/accumulation. A second wave of *Mcm* and *Pcna* expression rising noticeably by 288 hours is visible in the amputation samples and much less so in the lateral wound samples. Correspondingly, the G2/M-genes, *Ccnb1, Plk1* and *Cdc20* remain high post-120 hours in the amputated samples. A heat map of these and other cell cycle-related genes found in the experiment are provided in Figure S1B. These data show that the microarray expression profiling accurately reflects continued proliferation in the regenerating limb samples. Interestingly a similar “regeneration-specific” phase of cell division was observed in regenerating planaria [13].

### Clustering of expression profiles distinguishes three main phases: wound-healing, blastema establishment and reacquisition of the limb developmental gene program

To gain an overview of the comparative time courses, we performed hierarchical clustering of the samples (using Pearson's correlation as the similarity measure). The data clustered into three main branches corresponding to early, middle and late time points. 

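The replicates of each of the 26 groups were averaged on the log2 scale, each probe was centred on its median over the groups, and Pearson's r was calculated across the 39148 probes with a raw signal over 50 in at least 6 samples. Probes are not independent replicates, so r describes how alike the profiles are. Between the amputation and the lateral wound group of the same time point, r was 0.923, 0.861, 0.822 and 0.809 at 3, 6, 9 and 12 h. At each of these 4 time points no other group had a higher r to the amputation group. The nearest neighbouring amputation time point had an r of 0.683, 0.728, 0.808 and 0.808. Counted in each replicate alone, the lateral wound was closest at 4, 4 and 3 of the 4 time points in replicates 1, 2 and 3. The margin at 9 and 12 h is small, and with the linear ratio to each probe's median in place of log2 values the lateral wound was closest at 2 of the 4. The compared limbs come from the same animals and the same slide.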

For the early time-points up to 12 hours, each corresponding lateral wound and amputation sample clustered closest together, suggesting a common wound-healing program (Figure 3). Starting from 24 hours up to 72 hours, the amputated samples of consecutive time points clustered more closely to each other compared to their cognate lateral wound samples, indicating that the amputation sample gene profile had started to diverge from the lateral wound samples. 

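For the amputation samples of 24, 36, 52 and 72 h, r to the lateral wound of the same time point was 0.671, 0.687, 0.679 and 0.534. The corresponding r to the closer neighbouring amputation time point was 0.700, 0.745, 0.754 and 0.754, which was the higher value at 4 of the 4 time points. The differences between both values are small at 24 and 36 h. In single replicates the order held at 2, 1 and 0 of the 4 time points, and between 1 and 4 when one replicate was left out, so that the order depends on averaging the replicates.

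**Figure D1:**
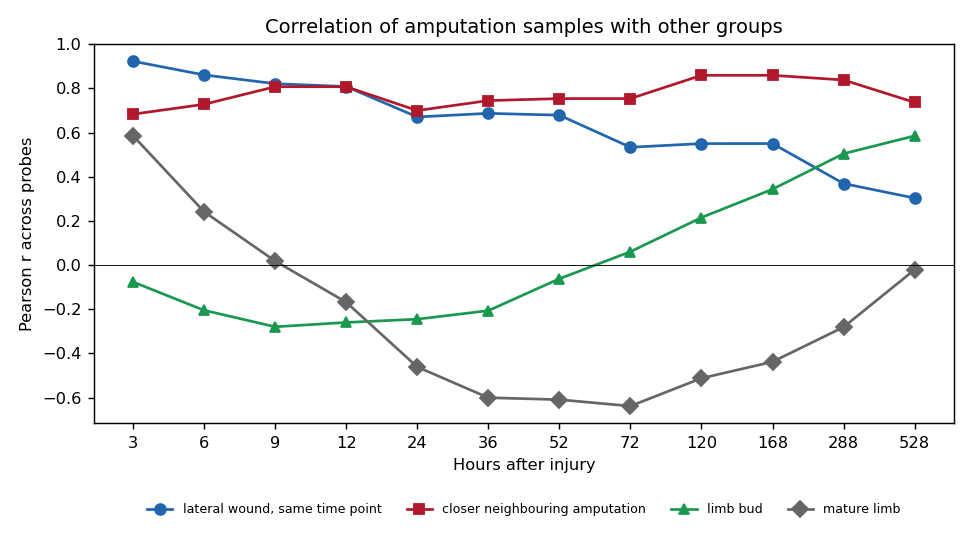
Pearson's r across probes (y axis) between each amputation group and 4 other groups, against hours after injury (x axis, equally spaced time points). Circles are the lateral wound of the same time point, squares the closer neighbouring amputation, triangles the limb bud and diamonds the mature limb, each point from the means of 3 replicates. The line for the limb bud crosses that for the lateral wound between 168 and 288 h.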

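The correlation of the amputation group with the limb bud rose from 0.215 at 120 h and 0.344 at 168 h to 0.504 at 288 h, while that with its own lateral wound group was 0.550, 0.550 and 0.369 at these time points. By the pairwise r, the limb bud was the closer of both at 2 of the 4 late time points, 288 and 528 h. In a tree built by average linkage from these correlations, the amputation groups of 120, 168, 288 and 528 h joined the limb bud before their own lateral wound at 4 of the 4 time points. The order of joining in the tree was added as a criterion after the pairwise values had been seen. Divided into 3 branches, the tree placed all 4 of these amputation groups with the limb bud, together with the lateral wound groups of 120, 168 and 288 h.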

Finally, the 120 h to 528 h amputated samples clustered more closely with the developing limb bud than their corresponding lateral wound samples. This indicates that the 120 h–528 h limb blastema establishes a limb development-like gene program. Notably, the 528 h amputated sample most closely resembled the limb bud sample, while the 528 h lateral wound sample most closely resembled the un-amputated, mature limb sample, indicating that the 528 h lateral wound sample had approached adult tissue homeostasis. 

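At 528 h, r between the amputation group and the limb bud was 0.585, the highest that the limb bud had with any amputation or lateral wound group, and r to the group's own lateral wound was 0.303. The lateral wound group of 528 h had its highest r with mature limb, 0.743. Calculated within replicates 1, 2 and 3, the first correlation was 0.479, 0.612 and 0.532 and the second was 0.491, 0.655 and 0.500. Both depend on how the values are expressed, since without centring the probes they were 0.911 and 0.995, and with the linear ratio they were 0.137 and 0.502. From the grouping of the late amputation samples with the limb bud, the paper concludes that the blastema establishes a gene program like that of limb development, and from the likeness of the late lateral wound to mature limb that this sample had approached adult tissue homeostasis.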

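The amputation and lateral wound limbs were compared within pairs at each time point (limma's moderated test on the paired differences of the probes kept by the filter). At 3, 6, 9 and 12 h, 61, 430, 954 and 1304 probes differed. The number was 3934 at 24 h, 3622 at 36 h, 4609 at 52 h and 8711 at 72 h. It rose to 9250 at 120 h, 13059 at 168 h, 19332 at 288 h and 20708 at 528 h. Of the probes differing at 12 h, 1029 were higher after amputation and 275 were lower, and at 24 h these were 1792 and 2142. Most differences were small, and 103 probes at 12 h and 278 at 24 h differed by 2-fold or more. Over the phases of 3 to 12 h, 24 to 72 h and 120 to 528 h, with 12 pairs each, 4264, 15286 and 25900 probes differed. Among the settings run, leaving out the pairing moved the counts of 12 and 24 h most, to 127 and 163 probes. With the slide as a block the counts were 847 and 3087. Single replicates weigh on these counts, and without replicate 1 the probes differing at 12 h numbered 398 and those at 24 h 1511.

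**Figure D2:**
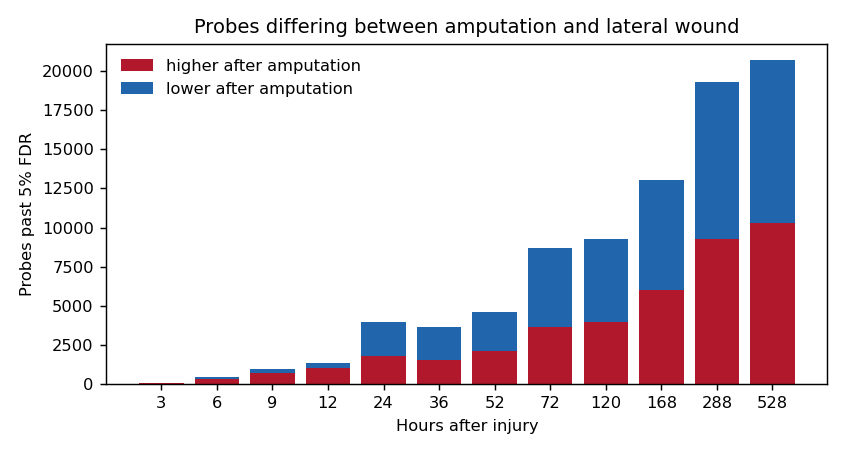
Number of probes past 5% FDR between amputation and lateral wound (y axis, linear from 0) at each time point in hours after injury (x axis), stacked by direction. Bars reach 61 probes at 3 h and 20708 at 528 h, from 3 pairs of limbs at each time point.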

In summary, our analysis identified 24 hours as the time point at which the regeneration-specific gene program is first discernible from the wound-healing program.

**Figure 3:**
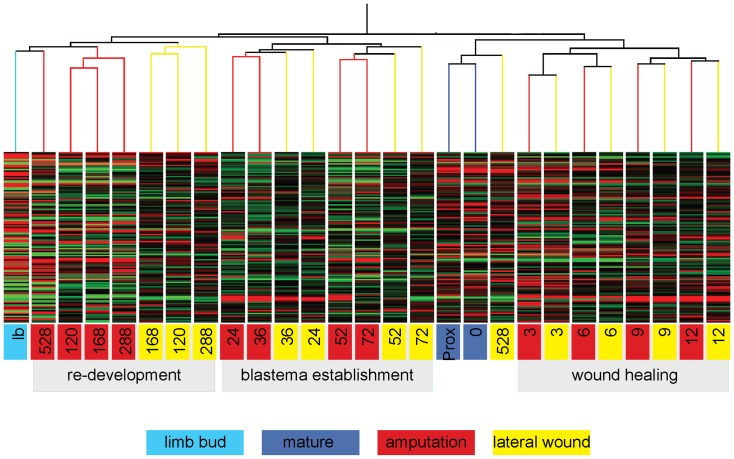
Hierarchical clustering of regeneration, lateral wound and limb bud samples identifies three main phases of limb regeneration. Samples were clustered using Pearson's correlation as similarity measure (sample key at bottom; numbers represent hours after injury, Prox =  mature sample from the upper arm at time 0 h, all other samples are from the lower arm). From 0–12 hours, at each time point, corresponding amputation and lateral wound samples cluster closest together. Starting at 24 hours, successive amputation samples are more similar to each other than to the corresponding lateral wound time points, indicating a divergence between regeneration and lateral wound gene programs. From 120 hours onward, the amputated samples are most similar to the developing limb bud, indicating that the limb development program has been re-established.

### Identification and characterization of a regeneration-specific gene set

We next sought to segregate a set of genes specifically involved in limb regeneration away from common wound-healing genes by comparing the amputation and lateral wound time courses. 

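The interaction of time point and injury was tested over the 72 amputation and lateral wound arrays (quantile normalized log2 values, limma's moderated F-test over all custom probes) and 3399 probes passed 5% FDR. These arrays form 24 groups of 3 replicates with one estimate of the spread for each probe. Without replicate 1, 2274 probes passed, without replicate 2, 1359, and without replicate 3, 1475. The count also depends on whether the clutches are treated as a block. With the replicate as a block 7737 probes passed, and with the slide as a block 15483 passed. A slide holds limbs of a single clutch and keeps both limbs of a pair together. It can also hold a pair of another time point, so the slide block is not the pairing itself.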

We performed two-way ANOVA analysis over the time course and between the amputation versus wound scenario resulting in 3645 probes with significant interaction effect (at 5% FDR). We further focused on those 600 probes that showed only insignificant expression changes over the wound time course (ANOVA p>0.05). 

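Of the probes with an interaction, 601 had a p above 0.05 in limma's moderated F-test over the 12 lateral wound time points. A p above 0.05 does not show that a probe was unchanged in the wound, and this count is limited by the 3 replicates. It ranged from 469 to 497 with one replicate left out. It was 511 with the 75th percentile in place of quantile normalization and 714 with the replicate as a block, and it rose to 6899 with the slide as a block. Few lateral wound arrays share a slide, so in the last setting the wound test has little power and a p above 0.05 is easily reached.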

Further sub-categorization of the amputation time course profiles of these 600 probes (median expression over replicates, see Experimental Procedures) resulted in five major clusters including two clusters with continuous (cluster 2) or sudden (cluster 1) down-regulation, one cluster with heterogeneous short transient patterns (cluster 3), one cluster with transient up-regulation (cluster 4) and one cluster with persistent up-regulation during regeneration (cluster 5) (Figure 4). The down-regulated clusters (cluster 1 and 2) were largely enriched in muscle-associated genes, presumably reflecting the degeneration of muscle at the amputation plane, and though likely to contain interesting genes, were not further considered. This left a list of 246 probes representing 194 different up-regulated targets (Table S1). Most of these targets (n = 189) were represented on our array by at least two probes. 

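The paper's Table S1 lists 246 probes, and by the target names of the scanner files these lie on 195 targets. Tested on the same arrays here, 223 of the listed probes had an interaction of time point and injury, 234 had a p above 0.05 over the lateral wound time course, and 211 met both conditions. The list was chosen on these arrays, so the overlap is not independent evidence. The filter on dim probes, which this part of the paper's analysis does not use, would keep 212 of them.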

Pearson's correlation coefficient (r) between the expression values for the probe-pairs was greater than 0.8 for 142 targets (74%) confirming the reliability of the expression profiles obtained by the microarray.

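Among the listed targets, 189 had at least 2 probes on the array. For each, Pearson's r was taken between the probes across the means of the mature limb, amputation and lateral wound groups, as the median where a target had more than 2. It exceeded 0.8 for 140 targets, 74.1% of them.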

**Figure 4:**
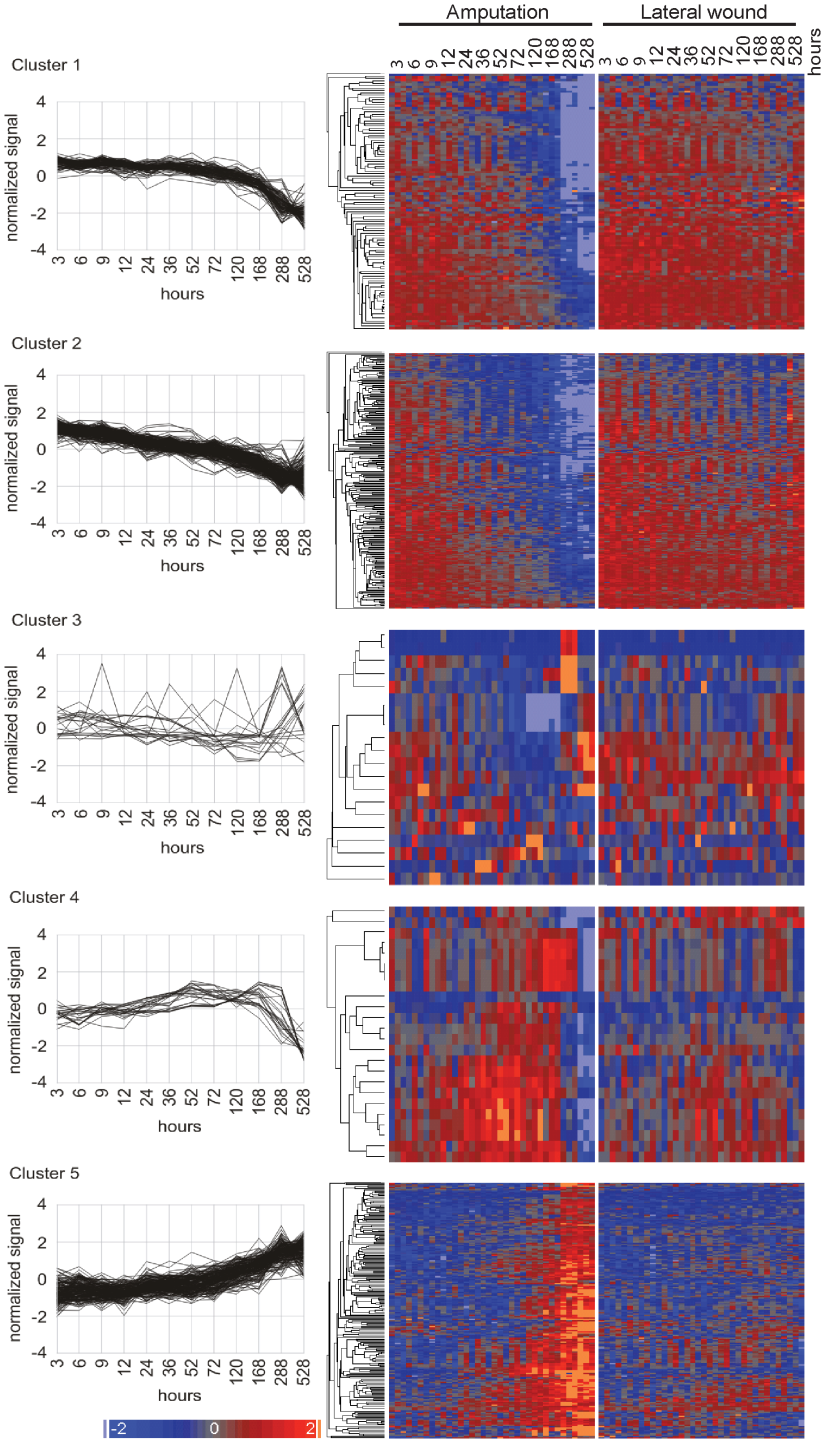
Two-way ANOVA analysis of parallel amputation and lateral wound time course yields regeneration-specific genes. Ribbon (left) and heat map (right) visualization of five signal clusters that emerged from 600 probes with amputation-specific regulation in limb. The heatmap shows log_2_ of standard scores of signal values (signal values normalized to a probe mean of zero and a standard deviation of one). Up-regulation is indicated by reds with increasing intensities, down-regulation by blues with increasing intensities. The genes in cluster 3, 4 and 5 were pursued.

From the list of 194 targets, 68 targets have no RefSeq assignment as they were below our cut-off for homology. The remaining 126 targets map to 93 different human RefSeq orthologs (Table S1).

To gain an overview on the cellular processes represented in this set of 93 genes that are up-regulated in regenerating but not lateral wound tissue, we searched for evidence of enrichment in Gene Ontology (GO) categories using g:Profiler analysis tool [14]. Six RefSeq identifiers were rejected as ambiguous, so the enrichment was calculated using the remaining 85 entries. Based on GO terms there is a large enrichment in genes associated with limb morphogenesis, organogenesis, and epithelial development (Table 1). To gain a deeper insight into gene functions, a heat map of the gene list was used to visualize expression kinetics (Figure 5A), while potential physical and functional interactions were visualized using the STRING 9.0 interface. High-confidence interactions identified by STRING are shown in Figure 5B, while further potential interactions including low-confidence ones are shown in Figure S2 [15]. Several clear functional clusters can be seen, as color-coded in the STRING diagram.

**Figure 5:**
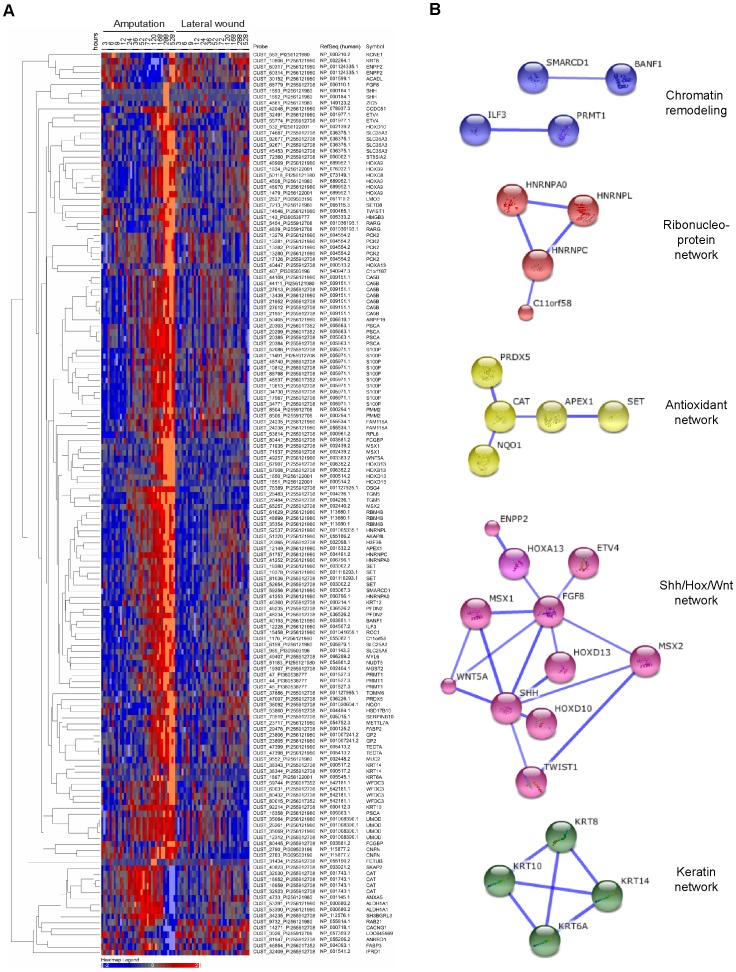
Similarity clustering and STRING analysis of the regeneration-specific genes identified by two-way ANOVA analysis. A. Heat map of 150 probes (with 93 different human homolog assignments) that are up-regulated in regenerating but not in lateral wound samples shows a diversity of expression kinetics. log_2_ values of standard scores of normalized signal are shown. Up-regulation is indicated by red, down-regulation by blue color. B. STRING analysis of the gene set showing only high confidence functional connections (confidence score ≥0.7). Five functional networks are identified: response to oxidative and cellular stress (yellow), ribonucleoprotein network (red), chromatin-remodeling (blue), epithelial cluster (green), development cluster (pink). Large balls represent gene families where a structure is available. Six identifiers were not recognized by STRING 9.0 interface and therefore 87 candidates were considered). See also Table S1, and Figure S5.

**Table 1:** Gene ontology enrichment on the list of amputation-specific genes selected by two-way ANOVA analysis.

# Array	# List	P-value	GO term
1059	21	3.11E-09	tissue development
493	16	3.18E-10	epithelium development
389	10	7.02E-06	tissue morphogenesis
308	10	8.75E-07	morphogenesis of an epithelium
184	7	1.53E-05	morphogenesis of a branching structure
161	7	6.38E-06	morphogenesis of a branching epithelium
12	3	1.68E-05	branch elongation of an epithelium
2188	26	1.02E-06	organ development
260	10	1.85E-07	gland development
113	8	3.16E-08	gland morphogenesis
265	8	1.97E-05	epidermis development
704	13	1.01E-05	organ morphogenesis
185	8	1.40E-06	urogenital system development
223	8	5.61E-06	reproductive structure development
46	6	4.53E-08	prostate gland development
31	6	3.75E-09	prostate gland morphogenesis
30	6	3.04E-09	prostate gland epithelium morphogenesis
15	4	4.34E-07	branching involved in prostate gland morphogenesis
105	6	6.35E-06	male sex differentiation
98	6	4.26E-06	development of primary male sexual characteristics
240	9	9.75E-07	epithelial cell differentiation
33	5	2.94E-07	genitalia development
21	4	1.86E-06	male genitalia development
290	9	4.61E-06	regionalization
190	9	1.36E-07	anterior/posterior pattern formation
333	13	1.90E-09	skeletal system development
94	6	3.34E-06	embryonic skeletal system development
133	11	1.28E-11	appendage development
127	11	7.71E-12	appendage morphogenesis
133	11	1.28E-11	limb development
127	11	7.71E-12	limb morphogenesis
30	5	1.78E-07	hindlimb morphogenesis
29	5	1.49E-07	forelimb morphogenesis
811	14	9.50E-06	embryo development
442	12	4.41E-07	embryonic morphogenesis
111	11	1.73E-12	embryonic appendage morphogenesis
111	11	1.73E-12	embryonic limb morphogenesis
24	4	3.28E-06	embryonic forelimb morphogenesis
751	14	3.95E-06	sequence-specific DNA binding

Enrichment was calculated using g:Profiler on the list of 93 human RefSeq protein IDs corresponding to amputation-specific genes selected by two-way ANOVA analysis. 85 IDs from the list of 93 were recognized as unambiguous and were used to calculate the enrichment. Columns represent: #Array: total number of genes present on the array, that is associated to functional term, #List: number of genes in the input list that are associated to functional term, P-value: enrichment P-value, GO term: term name. The vertical alignment of the term name depicts its depth in the GO term hierarchy.

Here we highlight genes associated with four types of cellular function.

#### Cellular stress

A number of genes (such as *Hnrnpl, Hnrnpa0, Hnrnpc, Prmt1, Ifrd1, Banf1, Ilf3, Mgst2, Nqo1, Prdx5, Slc25a5, Cat, Apex1*) are putatively linked with response to oxidative, metabolic or genotoxic stress, although the genes may be used for other cellular functions as well. Four genes from this group that were analysed by *in situ* hybridization (*Apex, Banf1, Hnrnpl, and Hnrnpc,*) all show expression in the mesenchyme of the blastema (Figure 6 and at http://est.age.mpg.de/cgi-bin/result.py). Our *in situ* hybridization expression data indicate that *Hnrnpl* is expressed in the mesenchymal blastema cells and in some cells behind the amputation plane (Figure 6) and unlike the other gene candidates shown in Figure 6 it is transiently expressed in the lateral wound (Figure S3). 

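The probe for Hnrnpl, on target ET_Am_asm_166, was well above background on all 80 arrays. Its log2 normalized signal was 13.71 ± 0.13 in mature limb (SD, n = 3) and reached 14.12 ± 0.13 at 52 h and 14.12 ± 0.10 at 168 h in the lateral wound, then 13.79 ± 0.15 at 528 h. Over the 12 lateral wound time points limma's moderated F-test gave an adjusted p of 0.178, and the unadjusted p was above 0.05 as well, while the interaction of time point and injury had an adjusted p of 0.0311. Amputation exceeded the lateral wound by 0.08 over 24 to 72 h (standard error 0.03, adjusted p = 0.0251, higher in 11 of 12 pairs) and by 0.44 over 120 to 528 h (standard error 0.03, adjusted p = 4.19e-13, 12 of 12 pairs).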

Although *Hnrnpl* up-regulation in the lateral injury time course was not statistically significant (ANOVA p>0.05), a mild up-regulation was also revealed by microarray. The various HNRNPs have been suggested to bind to 8-oxoguanine-containing RNA or transcripts such as p53 in response to oxidative or genotoxic stress [16], [17]. Furthermore, HNRNPL enhances translation of the VEGF riboswitch during hypoxia [18]. The protein arginine methyltransferase PRMT1 which methylates histone H4, mediates p53-dependent GADD45 induction upon DNA damage and also, PRMT1 mediated methylation alters the ability of ILF3 to bind DNA and promote transcriptional activation via nuclear hormone receptors [19]–[21].

**Figure 6:**
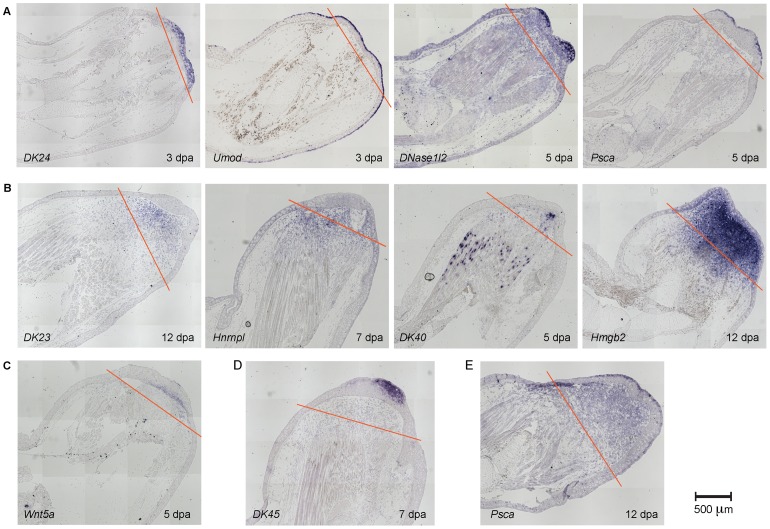
*In situ* hybridization on limb sections confirms a diversity of regeneration-specific expression patterns. A. Genes expressed in different layers of the wound epidermis. B. Genes expressed in the mesenchymal blastema or stump. C. Expression of *Wnt5a* in the basal epidermis of the amputated stump but not in the lateral injury. D. Expression of *DK45* in the limited region of the wound epidermis. E. In addition to wound epidermis, at 12 dpa, *Psca* is also expressed in the mesenchyme. Red lines depict the amputation plane. dpa =  days post amputation, dplw =  days post lateral wound. For comparison see the staining of lateral wound sections in Figure S3.

Several aspects of the genes' expression suggest that they may function beyond generic metabolism and oxidative/genotoxic stress. 

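For each gene named in the text, amputation was compared with mature limb at each of the 12 time points with limma's moderated test, and the onset was taken as the first time point higher at 5% FDR. The paper states no such rule for its onsets. Tallied here are 12 genes linked with stress, Hnrnpl, Hnrnpa0, Hnrnpc, Prmt1, Ifrd1, Banf1, Mgst2, Nqo1, Prdx5, Slc25a5, Cat and Apex1. Of these, 0 had an onset by 12 h and 1, Cat, had its onset at 24 h. For 3 genes the onset lay between 36 and 72 h, at 36 h for Hnrnpl, 52 h for Hnrnpc, and 72 h for Mgst2. For 6 genes it was at 120 h or later, and for 2, Ifrd1 and Slc25a5, no time point was higher. At 24 h Cat exceeded mature limb by 0.66 (adjusted p = 0.0335, 3 of 3 replicates). At the same time point Hnrnpl stood at 0.33 (adjusted p = 0.0631, 3 of 3 replicates), which did not pass, while with the replicate as a block it did. The median of all probes kept lay between -0.19 and -0.01 relative to mature limb over the time points, and small changes are to be read against this shift. With the replicate as a block 50 of 66 onsets stayed the same. Onsets depend on the number of arrays. Without replicate 1, 2 or 3, 39 of 62, 26 of 60 and 29 of 57 named genes that still had an onset kept it. The normexp background correction, added after the data had been seen, kept 33 of 62. Of 72 named genes tested over 24 to 72 h against the lateral wound, 41 passed over all probes and 43 adjusted over the list alone, and over 3 to 12 h these were 13 and 14. Many of these genes were picked by the study on the same arrays, so such overlaps are not independent evidence.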

The onset of expression for many of these genes started at 24 hours – a considerable lag to injury, and a time point long after the wound epithelium has covered the amputation surface. Furthermore, for most genes, expression remained high throughout the course of regeneration with the exception of *Cat* and *Ifrd1,* which showed transient up-regulation. 

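At 528 h after amputation, 8 of these 12 genes were above mature limb at 5% FDR. Over 120 to 528 h, 8 were higher and 2 lower than in the lateral wound. The largest difference of the group was that of Apex1, on target ET_Am_asm_733, with 0.66 (standard error 0.05, adjusted p = 8.65e-12, higher in 12 of 12 pairs). Cat was above mature limb from 24 to 120 h, with 1.08 at 52 h (adjusted p = 3.96e-04, 3 of 3 replicates), and below it at 528 h with -0.87 (adjusted p = 0.00292, higher in 0 of 3). Ifrd1 was at no time point higher than mature limb and lay below it at 4 of the 12, with -0.46 at 288 h (adjusted p = 0.00217). Against the lateral wound Ifrd1 was 0.10 higher over 24 to 72 h (adjusted p = 0.0344, 9 of 12 pairs). Prmt1 was above mature limb at 288 h only.

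**Figure D3:**
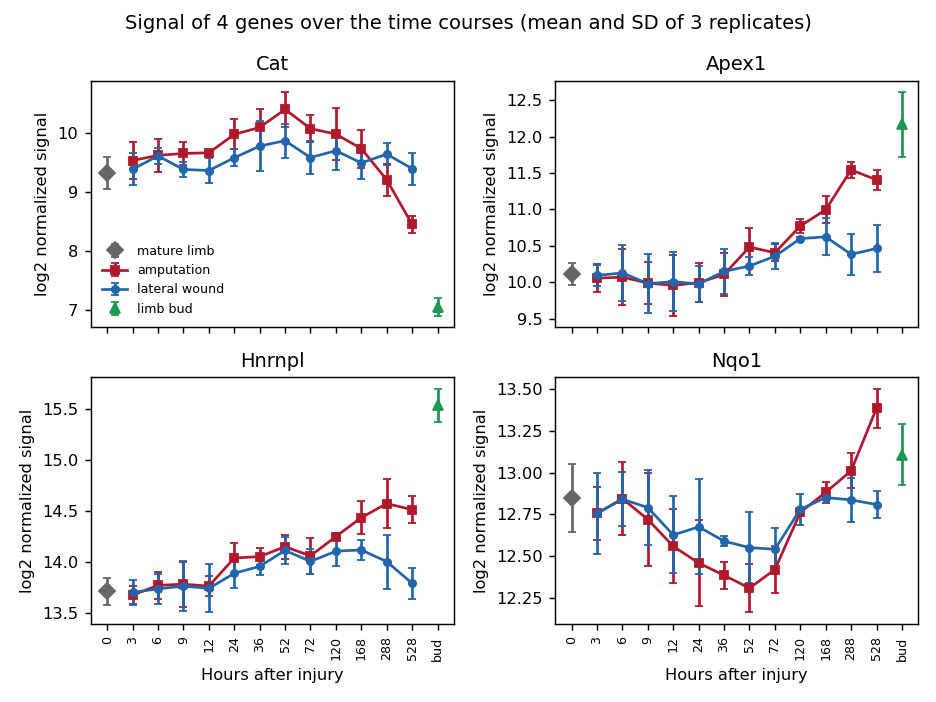
Log2 normalized signal (y axes, each with its own range) of Cat, Apex1, Hnrnpl and Nqo1 against hours after injury (x axes, equally spaced), for mature limb at 0 h, amputation, lateral wound and, at the right, limb bud. Points are means and bars are SDs of 3 replicates, and Cat falls to 8.45 at 528 h after amputation while Apex1 rises to 11.54 at 288 h.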

Some members of this gene list were only up-regulated at late phases of regeneration (*Nqo1* and *Slc25a5* at 120 hours, and *Prdx5* at 288 hours). These features of the expression suggest a functional role in regeneration beyond generic metabolism.

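Nqo1 first exceeded mature limb at 528 h, by 0.54 (adjusted p = 0.00429, 3 of 3 replicates). Before that it was lower at 3 time points, with -0.54 at 52 h (adjusted p = 0.00496), and at 120 h it stood at -0.09 (adjusted p = 0.703). Prdx5 rose at 528 h with 0.32 (adjusted p = 0.0439, 3 of 3 replicates) and stood at 0.12 at 288 h (adjusted p = 0.461). For Slc25a5 no time point differed from mature limb, and at 120 h the difference was -0.05 (adjusted p = 0.697). The sign of its small differences depends on the normalization, and at 168 h quantile normalization gave 0.26. From the lag between the injury and the rise and from the lasting expression of most of these genes, the paper proposes a role in regeneration beyond generic metabolism.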

#### Chromatin associated factors

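Prmt1, Smarcd1, Banf1, Set, Setd8, Hmgb3 and H3f3a, the name under which Table S1 lists a histone H3 target, were all well above background on the 80 arrays. Over 120 to 528 h, 7 of the 7 were higher after amputation than after the lateral wound, by 0.10 to 0.39 on the log2 scale. Over 24 to 72 h, 1 was higher and 1 was lower. In the limb bud 7 of the 7 exceeded mature limb, by 0.63 to 1.73. Onsets relative to mature limb were at 24 h for 1 gene, between 36 and 72 h for 1 and at 120 h or later for 5.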

A number of factors putatively involved in modulating chromatin were present in the gene set including *Prmt1, Smarcd1, Banf1, Set, Setd8, Hmgb3* and *Histone H3f3b. Smarcd1* (*Baf60a*) and *Prmt1* rise earliest at 24 hours. 

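Smarcd1, on target ET_Am_asm_535, exceeded mature limb at 24 h by 0.39 (standard error 0.10, adjusted p = 0.00733, 3 of 3 replicates) and at all 7 later time points, with 0.83 at 288 h. Over 24 to 72 h it was 0.13 above the lateral wound (adjusted p = 6.38e-04, 11 of 12 pairs). With the normexp background correction its calls against mature limb at 24, 36, 120 and 168 h were lost, with 0.09 at 24 h. Those at 52 and 72 h changed direction (-0.03 and -0.05). The difference from the lateral wound over 24 to 72 h (0.07) was lost under this correction as well. Without replicate 2 and without replicate 3 the call at 24 h was also lost, so that the onset depends on these settings. The brightest of the 3 probes for Prmt1 stood at -0.03 at 24 h (adjusted p = 0.877) and first passed at 288 h with 0.29 (adjusted p = 0.0162, 3 of 3 replicates), as did the other two.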

SMARCD1 constitutes one component of the SWI/SNF nucleosome-remodeling complex. In particular, SMARCD1 is part of an ES-cell specific form of the SWI/SNF complex that is involved in maintaining pluripotency [22]. Methylation of histones by PRMT1 plays an important role in gene regulation (for review see [23]). The *Set* gene whose expression increases at 36 hours is an oncogene that has been described to prevent acetylation of histone H4 [24]. *Banf1*, also increasing starting at 36 hours, is involved in recruiting chromatin to the inner nuclear membrane [25]. 

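Banf1, on target ET_Am_asm_1414, stood at -0.07 relative to mature limb at 36 h (adjusted p = 0.735) and first passed at 288 h with 0.73 (standard error 0.13, adjusted p = 6.37e-05, 3 of 3 replicates). When the replicate was a block, Banf1 first passed at 168 h, with 0.34. Set stood at -0.05 at 36 h (adjusted p = 0.72) and passed at 288 h with 0.38 (adjusted p = 8.06e-04, 3 of 3 replicates), and so did the other 3 probes for Set. Against the lateral wound, Banf1 was higher by 0.60 at 288 h (adjusted p = 7.41e-09) and Set by 0.53 (adjusted p = 5.17e-10), each in 3 of 3 pairs.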

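The probe that Table S1 assigns to H3f3a first exceeded mature limb at 52 h, by 0.36 (standard error 0.12, adjusted p = 0.0225, 3 of 3 replicates), and it stayed above it up to 528 h, where the difference was 0.96. The lateral wound had a closely similar level at 52 h, with a difference between both injuries of 0.02 (adjusted p = 0.904), and amputation was higher from 168 h on (0.24, adjusted p = 0.00925).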

*H3f3b,* which rises at 52 hours, is a replacement histone that is able to exchange on chromatin in the absence of DNA replication. It has been described to be involved in chromatin remodeling in the germline, and modulation of gene expression at specific loci (for review see [26]). Finally, two factors rise at 120 hours, *Setd8*, a methyltransferase that targets histone H4K20 [27], and *Hmgb3* that is involved in regulating the balance between self-renewal and differentiation in hematopoietic stem cells [28]. 

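Setd8 stood at -0.08 relative to mature limb at 120 h (adjusted p = 0.532) and was higher at 528 h only, by 0.27 (adjusted p = 0.0153, 3 of 3 replicates). From 12 to 72 h it lay below mature limb at 5 time points, with -0.33 at 72 h, when the median of all probes stood at -0.12. Hmgb3 stood at 0.00 at 120 h (adjusted p = 0.998) and passed at 288 h with 0.36 (adjusted p = 0.0269, 3 of 3 replicates). It was lower after amputation than after the lateral wound over 24 to 72 h by -0.13 (adjusted p = 1.21e-04, higher in 0 of 12 pairs) and higher at 288 h by 0.57 (adjusted p = 9.94e-11).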

Interestingly, *Mettl7a* encodes a putative methyltransferase of unknown function that rises at 120 hours. 

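Mettl7a first exceeded mature limb at 120 h, by 0.76 (standard error 0.21, adjusted p = 0.00714, 3 of 3 replicates), and reached 1.49 at 528 h. Its level was 0.63 above the lateral wound over 120 to 528 h (adjusted p = 2.72e-11, 12 of 12 pairs). The limb bud did not differ from mature limb (-0.04, adjusted p = 0.915).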

Further manual inspection of other chromatin modifiers such as *Smarcd4* and *Smarca5* showed a relatively strong induction in regeneration samples, with a mild induction in lateral wound (Figure S4). Apart from *Banf1,* which showed weak expression in the mesenchyme, we have no insight into the localization or identity of cells expressing genes from this group. Inspection of *Hmgb2*, which is not in our gene list, showed a modest regeneration-associated induction of gene expression in the microarray (Figure S4), but a strong induction in mesenchymal blastema cells by *in situ* hybridization (Figure 6).

#### Epithelial function and differentiation

Another significant class of genes is that associated with epithelial biology. An interesting aspect of the time course is the evident progression from a mucous epithelial to a cornified epithelial phenotype during the course of regeneration. 

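Krt12 exceeded mature limb from 6 h on with the brighter of its 2 probes, by 1.56 at 6 h (adjusted p = 0.00736, 3 of 3 replicates) and 3.71 at 24 h (adjusted p = 7.52e-09), while the other probe first passed at 72 h. Umod passed at 24 h with 1.28 (adjusted p = 0.0309, 3 of 3 replicates), as did 3 of its other 4 probes, and the last passed at 36 h. With the replicate as a block Umod passed from 6 h on, without replicate 2 its onset was 6 h as well, and without replicates 1 and 3 it was 120 and 168 h. The brightest of the 5 probes for Psca stood at 0.29 at 24 h (adjusted p = 0.333) and passed at 288 h. Its other probes, which lie on another contig, passed at 36, 36, 52 and 72 h. When the replicate was a block, the brightest probe first passed at 72 h, with 0.34. Krt10 and Tgm5 were too dim for the filter. Krt10 was well above background on 2 of 3 amputation arrays at 24 h and on 0 of 5 mature limb arrays, which makes it at least 1.32-fold higher. Tgm5 was above background on 1 amputation array at 24 h and on 3 of 3 at 72 h, where it was at least 1.96-fold higher than in mature limb.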

A number of genes that express in the wound epithelium, increased expression by 24 hours, including *Krt10*, *Krt12, Psca*, *Tgm5*, and *Umod* (see Figure 6 for *Psca* and *Umod* expression). *Wnt5a* (Figure 6C), which is associated with appendage outgrowth [29], appeared at 52 hours, while *Fcgbp* and *Muc2* whose protein products are involved in forming mucous barriers [30], were expressed at 72 hours. 

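Wnt5a first exceeded mature limb at 120 h with the brighter of its 2 probes, by 0.93 (standard error 0.17, adjusted p = 7.36e-05, 3 of 3 replicates), and at 52 h with the other. At 52 h the brighter probe stood at 0.04 (adjusted p = 0.87). Muc2 stood at 1.03 at 72 h, which did not pass (adjusted p = 0.0766, 3 of 3 replicates), and passed at 120 h with 1.50 (adjusted p = 0.00897). At 72 h its level was -0.68 relative to the lateral wound (adjusted p = 0.0685). The brighter of the 2 probes for Fcgbp, with a mean of 6.87 ± 0.89 in mature limb, stood at -0.41 at 72 h (adjusted p = 0.618) and passed at 528 h with 1.67 (adjusted p = 0.0174), and the other passed at 120 h.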

Finally, transcripts associated with cornified epithelia including *Krt14*, *Dsg4*, and *Cnfn* increased at 120 hours with *Krt6* appearing at 528 hours. 

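Dsg4 was not well above background on any of the 5 mature limb arrays, and relative to them it was at least 1.55-fold higher at 24 h and at least 7.06-fold higher at 120 h. Its difference from mature limb first passed at 24 h (adjusted p = 0.00789, 3 of 3 replicates), and with the normexp background correction its sign at 24 h was reversed (-0.28). Cnfn stood at 1.11 at 120 h (adjusted p = 0.126) and passed at 168 h with 1.78 (adjusted p = 0.0105) with the brighter of its 2 probes, and the other passed at 120 h. Krt14 and Krt6a were too dim for the filter. Krt14 was well above background on 2 of 5 mature limb arrays, and on 2 of 3 amputation arrays and 0 of 3 lateral wound arrays at 120 h, and at 528 h its log2 signal was 8.69 ± 0.89 after amputation against 4.54 ± 0.41 after the lateral wound (SD, n = 3). Krt6a was above background on 3 of 3 amputation arrays at 168 and 528 h. It was at least 1.88-fold higher than in mature limb at 168 h and at least 5.62-fold higher at 528 h.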

Genes expressed in the wound epidermis displayed a variety of different expression patterns in *in situ* stainings. While, *Krt14* was expressed very strongly in all the layers of the wound epidermis, *Gp2, Muc2, Pcsa* and *Umod* were restricted to the outermost layer, and Wnt5a was at the early time points found in the innermost layer of the epidermis (Figure 6). Several genes (*Dsg4, Cnfn, Fcgbp, Pcsa*, and *Wnt5a*) are expressed in the epidermis at early time (3–5 days), while at later times the expression is also observed in the mesenchyme of the blastema (Figure 6E).

#### Limb development module

As indicated by our initial hierarchical clustering, most of the transcripts associated with limb development rose late in the time course. 

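Msx2 exceeded mature limb at all 12 time points, by 0.70 at 3 h (adjusted p = 0.0499, 3 of 3 replicates) and 1.27 at 12 h (adjusted p = 1.81e-05, 3 of 3), and its second probe also first passed at 3 h. The call at 3 h was lost under quantile normalization, with the normexp background correction and without each of the 3 replicates, where the onset was 6 h. Over 3 to 12 h amputation and lateral wound did not differ past the threshold (0.22, adjusted p = 0.0833, higher in 10 of 12 pairs). Aldh1a1 stood at 0.28 at 36 h (adjusted p = 0.229), was above mature limb from 52 to 168 h, with 0.61 at 120 h (adjusted p = 0.00476, 3 of 3 replicates), and lay below it at 528 h with -1.12 (adjusted p = 2.59e-06). In the limb bud Msx2 was higher than in mature limb by 5.04 and Aldh1a1 was lower (-3.11, adjusted p = 9.75e-24).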

Notably however, *Msx2* rose at 12 hours while *Aldh1a1,* which is involved in retinoid metabolism, was induced transiently from 36 to 168 hours. An interesting question is whether presence of retinoic acid at this stage plays a homologous function to that played during limb bud development. Subsequently, the transcripts encoding the extracellular factor *Wnt5a* and were induced at 72 hours. 

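At 72 h Wnt5a was 0.38 above mature limb (adjusted p = 0.0894, 3 of 3 replicates), which did not pass the threshold, while with the replicate as a block it did. Within the pairs of contralateral limbs it was higher after amputation than after the lateral wound by 0.33 (standard error 0.08, adjusted p = 0.00212, 3 of 3 pairs), and 72 h was the first time point at which this comparison passed.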

At 120 hours, the transcription factor *Twist1* and retinoic acid receptor gamma (*Rarg*), which was shown to play a role in proximal/distal identity [31] was induced, along with several *Hox* genes. 

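Twist1 stood at 0.21 relative to mature limb at 120 h (adjusted p = 0.586) and passed at 168 h with 0.66 (adjusted p = 0.0448, 3 of 3 replicates). When the replicate was a block, Twist1 passed at 3 h as well, with 0.57, so that its onset depends on the model. Within pairs Twist1 was 0.23 higher after amputation at 120 h (adjusted p = 0.0379) and 0.27 higher over 3 to 12 h (adjusted p = 2.09e-05, 11 of 12 pairs). Rarg stood at -0.02 at 120 h (adjusted p = 0.952) and passed at 288 h with 0.59 (adjusted p = 0.0109). Tables S1 and S2 hold 8 Hox genes, of which Hoxa13, Hoxb13 and Hoxd10 were too dim for the filter. The others, Hoxa9, Hoxb9, Hoxc8, Hoxc13 and Hoxd13, were higher after amputation than after the lateral wound over 120 to 528 h by 0.51 to 2.33, each in 12 of 12 pairs. Relative to mature limb their onsets were 3 h for Hoxc13, 12 h for Hoxd13, 168 h for Hoxb9 and Hoxc8, and 288 h for Hoxa9, of whose other 3 probes 1 passed at 168 h. Hoxc13 was not well above background on any mature limb array and was at least 1.88-fold higher at 3 h, with 2 of 3 amputation arrays above background. With the normexp background correction the difference of Hoxb9 at 168 h was -0.09, that of Hoxc8 at 168 h was -0.04, that of Hoxd13 at 12 h was -0.17 and that of Hoxc13 at 36 h was -0.02.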

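Shh was well above background on 7 of the 80 arrays and Fgf8 on 26, so both were left out of the tests by the filter. Shh was above background on 3 of 3 amputation arrays at 288 h and on none of the mature limb arrays or of the lateral wound arrays of that time point. It was at least 6.31-fold higher at 288 h after amputation than in mature limb and at least 7.75-fold higher than in the lateral wound. For Fgf8 the corresponding bounds were 7.32-fold and 8.99-fold, with 3 of 3 amputation arrays above background. In the limb bud Shh was at least 21.9-fold and Fgf8 at least 5.30-fold higher than in mature limb.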

Finally, at 288 hours, transcripts for *Shh* and *Fgf8,* which are involved in the outgrowth and patterning of developing limb buds appeared.

Since we were particularly interested in genes up-regulated during the blastema formation phase – up to 72 h after injury we further sub-categorized the 246 regeneration-associated probes using the Least Significant Difference (LSD) test p-values between consecutive time points in the time segment between 3 and 72 hours, for both the amputation and wound time course. 

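In Table S1, 30 probes are assigned to cluster 10, a list that was chosen on these arrays. Their log2 signal from 12 to 24 h after amputation changed by a median of 0.27, and by 0.30, 0.17 and 0.27 in replicates 1, 2 and 3. After the lateral wound the median change was 0.16, and 0.19, 0.07 and 0.09 in the replicates. The mean signal of 25 probes rose after amputation, of 3 by 2-fold or more, and the changes ranged from -1.67 to 2.25. For 24 probes the rise was larger after amputation than after the lateral wound. Members with a gene symbol include Etv4, which stood at -0.62 relative to mature limb at 24 h (adjusted p = 0.013) and passed upwards at 168 h, its other probe at 288 h, and St8sia2, which stood at -0.75 at 24 h (adjusted p = 0.00238) and passed upwards at 288 h.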

Cluster 10 (Table S1) was selected for further investigation because of the early and relatively clear change from low to high expression between 12 and 24 hours in the amputation samples, and homogenous low expression in the lateral wound time course (Figure 7).

**Figure 7:**
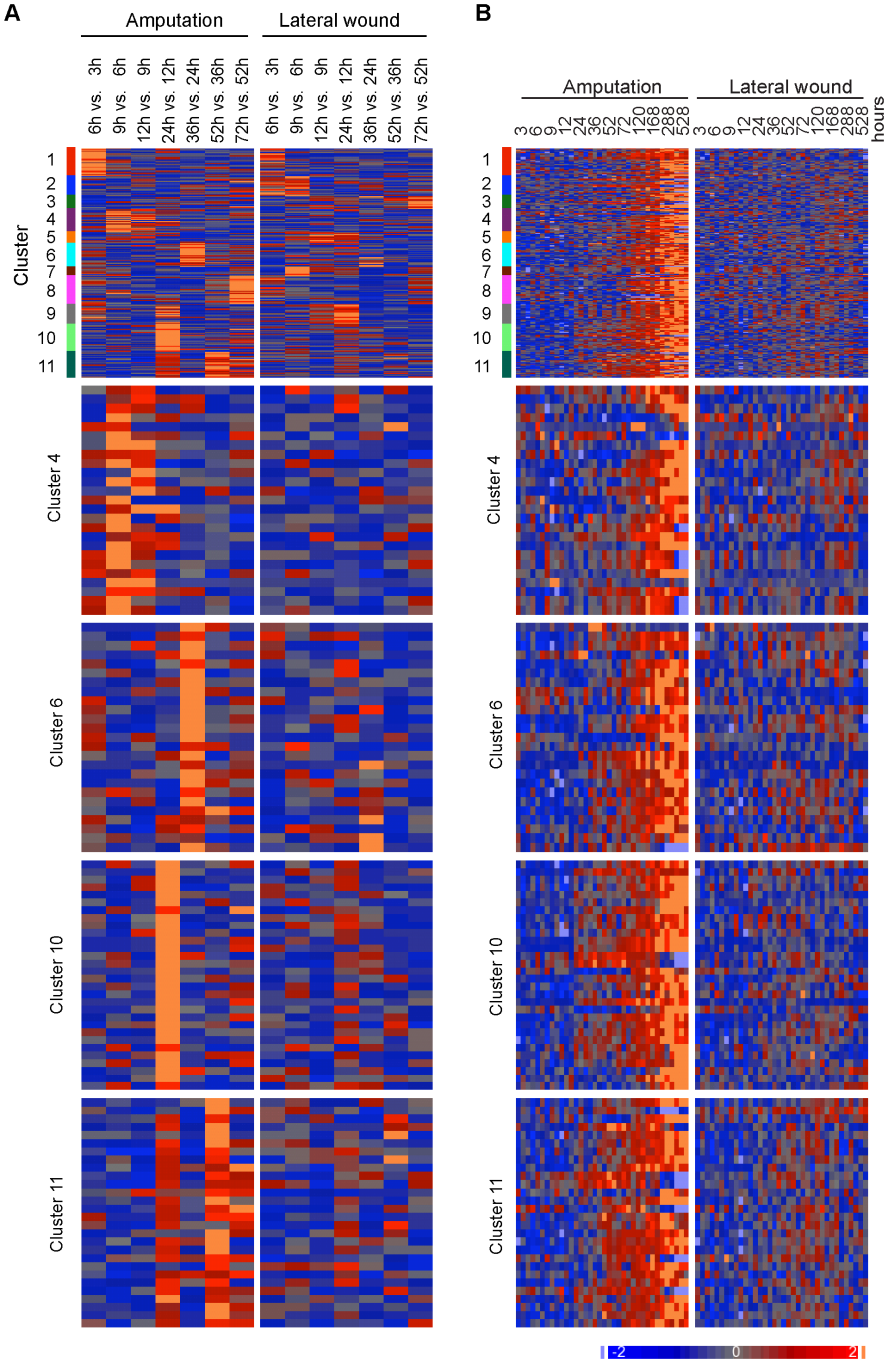
Selection of early regeneration-specific genes up-regulated during the blastema establishment-phase (3 and 72 hours after injury). A, B. Heat map visualization of all eleven p-value clusters that emerged from the 246 probes with up-regulation in limb amputation (top), and of four selected clusters with early up-regulation (4, 6, 10 and 11). A. Heat map of –log_10_ LSD p-values normalized to a mean of zero and a standard deviation of one. Values are calculated between consecutive time points from 3 to 72 hours after limb amputation and lateral wound. B. Heat map of log_2_ signal values normalized to a mean of zero and a standard deviation of one, shown for amputated limb and lateral wound between 3 and 528 hours after injury.

STRING network analysis of the genes in sub-cluster 10 showed only a weak direct connection between some members (*Etv4* and *St8sia2*). However, in relation to the other 246 probes some of the genes seem to be related to the *Shh–Hox* gene network (Figure S2).

### A supplementary regeneration-enriched gene set selected by pairwise comparison between amputation and lateral wound

Histological comparison of the wounded versus amputated limbs has indicated that some aspects of the regeneration response may be initiated upon limb tissue injury, especially if nerve fibers have been severed [32], [33]. Considering the severity of our lateral wound injury protocol, we wanted to consider a gene set that may rise upon both amputation and lateral wounding but shows a lower induction and faster extinction in the lateral wound. To obtain this gene set we applied the following alternative criteria. We performed one-way ANOVA to identify genes that changed statistically significantly during the amputation time course (5% FDR) and obtained a list of 19017 probes, which comprises 43% of all the probes on our array. This is not unexpected considering that a multitude of processes is likely to be involved in regrowing a whole new limb, and highlights the need to apply comparative strategies when using gene expression profiling to identify genes critical for regeneration. 

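Over the 13 time points from mature limb at 0 h to 528 h after amputation, 19614 probes changed (limma's moderated F-test at 5% FDR), which is 44.8% of the custom probes on the array. The test covered the probes left by the filter. When the replicate was added as a block the count rose most, to 27678, and with one replicate left out it ranged from 13804 to 15990.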

In the second step, in order to identify genes that were significantly different between regenerating and the wound-healing tissue, we performed a pairwise comparison between amputation and lateral wound samples of corresponding time points (paired T-test, p<0.05). Considering that the cut area in the amputated sample is twice as large as in the lateral wound we applied a 2-fold difference cut-off. Finally, we selected only those probes that satisfied these criteria in at least three consecutive time points. 

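These criteria were applied with limma's moderated test on the paired differences, since the paper pairs the samples, and ask for an unadjusted p under 0.05 and a difference of at least 2-fold in the same direction at 3 or more consecutive time points among the probes changed over the time course. It selected 824 probes. Of these, 314 were higher after amputation than after the lateral wound and, at 1 or more of those time points, than in mature limb, and 510 were lower after amputation than after the lateral wound. The 5 probes with the largest difference over 120 to 528 h that passed in all pairs include one for Dsg1 (adjusted p = 6.14e-21, 12 of 12 pairs). At 288 h Dsg1 was not well above background on any of the 3 lateral wound arrays, and it was at least 52.9-fold higher after amputation. With the methods' paired test in place of the moderated one, 696 probes met the rule and 213 of them were higher, which is the largest change of the latter count. The normexp background correction, added after the data had been seen, gave 623 and 236 probes and moved the former count most. Of the 173 probes in the paper's Table S2, 165 were selected here, 163 of them as higher.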

From this analysis we obtained 583 probes, out of which 173 were up-regulated during the regeneration time course relative to the uninjured sample. These 173 probes corresponded to 114 contigs, including 52 contigs without assigned homology and 62 contigs with homology to 44 different entries in the human RefSeq database (Figure 8A, Table S2).

**Figure 8:**
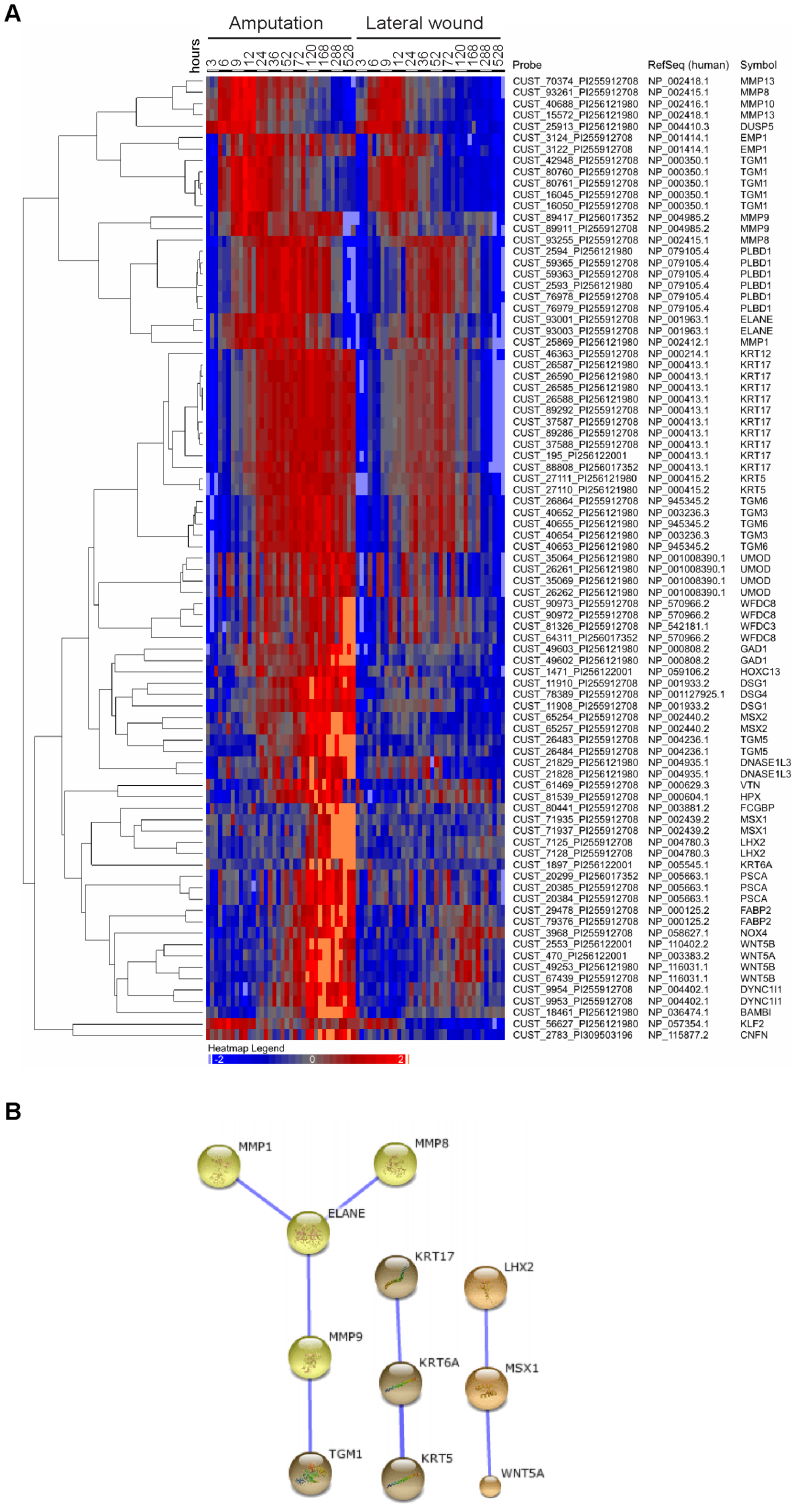
Similarity clustering and STRING analysis of the regeneration-enriched genes selected by pairwise comparison between amputation and lateral wound. A. Heat map of 85 probes (representing 44 genes with a assigned human Refseq homolog) up-regulated in regenerating but not or only weakly in the lateral wound samples shows a diversity of expression kinetics. log_2_ values of standard scores of normalized signal are shown. Up-regulation is indicated by reds with increasing intensities, down-regulation by blues with increasing intensities. B. STRING analysis of the gene set showing only high confidence functional connections (confidence score ≥0.7). ECM remodeling network including MMPs and elastase is shown in yellow, epithelial organization network in brown and the limb bud network including WNT5A, MSX1, LHX2 in orange color balls. Five identifiers were not recognized by STRING 9.0 interface and therefore 39 candidates were considered). See also Figure S5.

This dataset yielded some further candidates involved in oxidative stress such as *Nox4* and *Hpx* rising at 36 hours. 

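Hpx stood at 1.18 relative to mature limb at 24 h (adjusted p = 0.0536) and passed at 36 h with 1.98 (standard error 0.43, adjusted p = 0.00103, 3 of 3 replicates). Over 24 to 72 h it was 0.53 above the lateral wound (adjusted p = 2.54e-04, 12 of 12 pairs). Nox4 was not well above background on any mature limb array. Its difference passed at 52 h (adjusted p = 0.0043, 3 of 3 replicates), where 2 of 3 amputation arrays were above background and it was at least 1.25-fold higher, and at 36 h the adjusted p was 0.316. At 288 h Nox4 was at least 4.77-fold higher. With the normexp background correction its difference at 52 h was -0.39.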

Genes involved in epithelial cell organization include *Emp1*, *Tgm1,3,5,6*, *Krt5,6a*,*17* and *Dsg1*. 

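Of these 9 genes, Tgm5 and Krt6a were too dim for the tests. The other 7, Emp1, Tgm1, Tgm3, Tgm6, Krt5, Krt17 and Dsg1, were above mature limb by 12 h at the latest and still at 528 h with their brightest probes, while the second probe for Dsg1 first passed at 24 h. Over 24 to 72 h 7 of the 7 were higher after amputation than after the lateral wound, and over 120 to 528 h 7 of 7, while over 3 to 12 h 0 of 7 differed past the threshold. The smallest of the differences over 120 to 528 h was 1.07, for Tgm1, and each was found in 12 of 12 pairs. Krt5, on target ET_Am_asm_6287, rose by 5.30 over mature limb at 120 h (standard error 0.38, adjusted p = 5.63e-12, 3 of 3 replicates), and Tgm1 by 3.60 at 12 h (adjusted p = 9.50e-12). In the limb bud 2 of the 7 were higher than in mature limb, Krt17 by 4.78 and Dsg1 by at least 1.14-fold, and 4 were lower, Tgm3 (-4.77), Tgm6 (-4.61), Emp1 (-1.40) and Tgm1 (-1.26).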

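Msx1 rose above mature limb at 168 h with 1.39 (adjusted p = 0.00159, 3 of 3 replicates) and reached 3.72 at 528 h. It was above the lateral wound by 2.58 over 120 to 528 h (adjusted p = 4.45e-19, 12 of 12 pairs), and Msx2 by 2.61 (adjusted p = 8.88e-21, 12 of 12 pairs). Lhx2 passed at 120 h with 0.86 (adjusted p = 1.13e-05, 3 of 3 replicates) and was 1.81 above the lateral wound over 120 to 528 h (adjusted p = 7.22e-23, 12 of 12 pairs). Both were higher in limb bud than in mature limb, Msx1 by 5.62 and Lhx2 by 5.01. With the normexp background correction, Msx1 at 168 h stood at -0.03 and Lhx2 at 72 h at -0.41.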

Within the limb bud module, it identified *Msx1,2* and *Lhx2*. Several other limb bud associated genes were not selected by this approach because of their transient or only late up-regulation (ex. *Shh*, which is only up-regulated at 12 day blastema). In addition to the previous categories, this approach selected for an early up-regulated set of *Mmps 1,8,9,10,13* as well as *elastase*, which are involved in breaking down extracellular matrix at the injury site. 

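Mmp1, Mmp8, Mmp10, Mmp13 and Elane exceeded mature limb from 3 h on and Mmp9 from 6 h on, each with its brightest probe. The other probe for Mmp8 first passed at 6 h and that for Mmp9 at 3 h. At 12 h, Mmp10 was 6.36 above mature limb (standard error 0.24, adjusted p = 3.55e-18, 3 of 3 replicates), Mmp1 6.16, Mmp13 6.01, Mmp8 5.86, Elane 4.16 and Mmp9 3.68. Over 3 to 12 h, 6 of these 6 genes were higher after amputation than after the lateral wound, by 0.52 to 1.12, each in 12 of 12 pairs. Over 24 to 72 h the differences were 0.86 to 1.17, again in 12 of 12 pairs. At 528 h 1 of the 6, Mmp1, was still above mature limb.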

The requirement of MMPs in limb regeneration has been tested via pharmacological agents [34]. 

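Klf2, on target ET_Am_BL288A_D05, exceeded mature limb at all 12 time points, with 3.26 at 6 h (standard error 0.30, adjusted p = 2.25e-09, 3 of 3 replicates), and it was 2.17 above the lateral wound over 120 to 528 h (adjusted p = 9.01e-15, 12 of 12 pairs). Bambi lay below mature limb from 6 to 12 h, with -0.73 at 12 h (adjusted p = 8.96e-05, higher in 0 of 3 replicates), and above it from 120 h on, with 1.39 at 168 h (adjusted p = 4.72e-10, 3 of 3). Its difference from the lateral wound over 120 to 528 h was 1.19 (adjusted p = 8.90e-14, 12 of 12 pairs). The normexp background correction gave -0.45 for Bambi at 72 h, where the values used here give 0.12.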

The dataset also contained the transcription factor *Klf2* and *Bambi*, a protein involved in inhibiting BMP signaling [35]. Gene Ontologies enriched in this set of genes are related to two major themes: metabolic processes (in particular metabolism of the extracellular components) and tissue development (in particular epidermis development) (Table 2). STRING analysis identified three high-confidence networks: the elastin-metalloprotein network, the keratin network and the WNT5A, MSX1, LHX2 network (Figure 8B), and additional low confidence networks (Figure S5).

**Table 2:** Gene Ontology enrichment on the list of amputation-enriched genes selected by the pairwise comparison.

# Array	# List Listintersection	P-value	GO term
27	4	2.38E-07	peptide cross-linking
5637	29	6.50E-09	multicellular organismal process
61	5	1.39E-07	multicellular organismal metabolic process
27	5	1.98E-09	multicellular organismal catabolic process
4084	22	1.48E-06	developmental process
3471	22	7.65E-08	anatomical structure development
1059	18	3.47E-13	tissue development
493	8	5.12E-06	epithelium development
3708	21	1.37E-06	multicellular organismal development
3120	20	3.96E-07	system development
2188	20	8.64E-10	organ development
265	10	8.72E-11	epidermis development
50	5	5.04E-08	multicellular organismal macromolecule metabolic process
47	5	3.66E-08	collagen metabolic process
21	5	5.05E-10	collagen catabolic process
107	5	2.32E-06	epidermal cell differentiation
92	5	1.10E-06	keratinocyte differentiation
2	2	3.95E-06	external encapsulating structure organization
2	2	3.95E-06	cell envelope organization
442	7	2.52E-05	embryonic morphogenesis
388	8	8.64E-07	extracellular matrix
329	8	2.48E-07	proteinaceous extracellular matrix
2191	15	1.08E-05	extracellular region
106	5	2.22E-06	metalloendopeptidase activity
21	4	8.20E-08	transferase activity, transferring amino-acyl groups
9	4	1.76E-09	protein-glutamine gamma-glutamyltransferase activity
758	9	1.52E-05	calcium ion binding

Enrichment was calculated using g:Profiler on the list of 44 human RefSeq protein IDs corresponding to amputation-enriched genes selected by the pairwise comparison. 37 IDs from the list of 44 were recognized as unambiguous and were used to calculate the enrichment. Columns represent: #Array: total number of genes on the microarray that is associated to functional term, #List: number of genes in the input list that are associated to functional term, P-value: enrichment P-value, GO term: term name. The vertical alignment of the term name depicts its depth in the GO term hierarchy.

### Relationship of gene expression in the blastema versus the limb bud

Once the blastema has formed, the subsequent stages of regeneration resemble limb development [36]. Current and previous gene expression analyses support such observation [37]–[43], (Figure 3). However, the starting points for forming a blastema versus a limb bud are very different. While blastema progenitors, which are activated by injury, co-exist in the mature tissue with the cells that may not contribute to the blastema, limb bud progenitors are localized as discrete populations within main body axis and are induced at the appropriate time to contribute to the limb bud by intrinsic cell interactions. We, therefore, predicted that there would be genes in our dataset that are expressed in the blastema but not in the limb bud.

Indeed, the amputation-specific and amputation-enriched datasets could be further sub-categorized into two classes – a group of genes (44%) that displayed robust expression in the limb bud, and another group (56%) with no/little detectable expression developing limb bud sample, pointing to a possible regeneration-specific function (Clusters 1 and 2 in Figure 9, and Figure S6A, S6B). 

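Limb bud and mature limb, with 3 samples each, were compared in one limma fit with all injury groups, and 20279 probes differed. With the slide as a block, the alternative that moved this count most, 27859 differed. Tables S1 and S2 together list 395 probes, and 40.8% of them were higher in limb bud than in mature limb at 5% FDR. Of the 360 listed probes that were tested, 266 differed in either direction over all probes and 272 adjusted over the list alone, and since the list was chosen on arrays of this experiment the latter is not independent evidence. The paper's own assignment in the tables places 38.2% of the listed probes in cluster 3 and 61.8% in clusters 1 and 2. In cluster 3, 123 of 134 tested probes were higher in limb bud and 1 was lower. In cluster 1, 89 of 149 were lower and 22 higher, and in cluster 2, 15 of 77 were lower and 16 higher. Limb bud replicate 1 lies alone on a slide with its own scan day. From the class with little limb bud expression, the paper proposes a function specific to regeneration.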

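Cluster 3 of the limb bud classes holds 151 probes, and 135 of them had their highest mean signal after amputation at 288 or 528 h. Of the 120 probes with an onset relative to mature limb, 99 had it at 72 h or later, 17 between 24 and 52 h and 4 by 12 h. Their median difference between limb bud and mature limb was 1.39 on the log2 scale, with quartiles of 0.82 and 2.54.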

The majority of the “limb-bud-high” genes were expressed in the “limb development” phase of the amputation time course, rising after 52–72 h and often peaking at 288 or 528 hours (Cluster 3 in Figure 9, Figure S6C). Not surprisingly, this gene set shows a strong enrichment of GO terms related to limb development and morphogenesis (Table S3). In contrast, genes with low expression in the limb bud were often up-regulated very early after injury (6–12 hours after injury). Many of these genes belong to the amputation- enriched dataset where limited expression is evident in the lateral injury (Cluster 1). These two “limb-bud-low” clusters show a strong enrichment in GO-terms related to epidermal development and differentiation, indicating differences between regenerating epidermis and the epidermis of the limb bud.

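In cluster 1, which holds 153 probes, 102 of the 132 probes with an onset were above mature limb by 12 h, 13 between 24 and 52 h and 17 at 72 h or later. In cluster 2, with 91 probes, the same tallies were 17, 22 and 37 of 76. The median difference between limb bud and mature limb was -1.17 in cluster 1 and -0.08 in cluster 2. Table S2 lists 103 of the probes of cluster 1 and 50 of those of cluster 2.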

**Figure 9:**
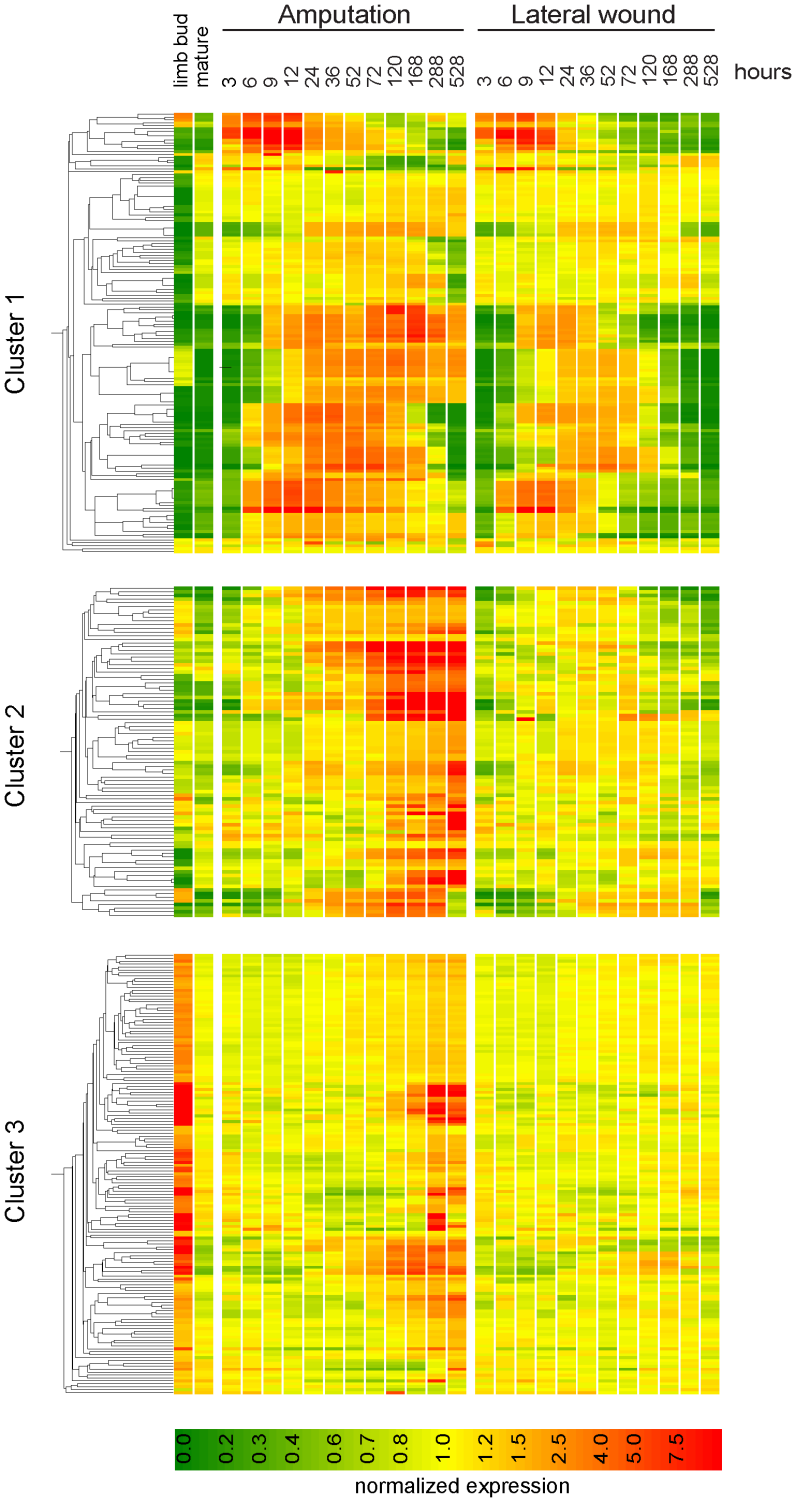
Heat map of 395 probes (all probes selected either by two-way ANOVA or by pairwise comparison) relating gene expression after injury with the expression in the limb bud. Three clusters were identified by K-means clustering. Gene trees are made on each of the clusters separately by using Pearson's correlation as similarity measure. Genes in clusters 1 (A) and 2 (B) are generally expressed at low levels in the limb bud, while genes in the cluster 3 were highly expressed in the limb bud. For identification of individual probes shown in the heat map see Figure S6.

We propose three possible rationales underlying the “limb-bud-low” gene class. The most intriguing possibility is that these genes constitute an injury response that induces blastema cell formation, which would be consistent with their rapid activation after limb amputation. Alternatively these genes may be involved in differentiation into mature cell types such as larval skin, that are a natural feature of regenerating epidermis that are not yet found in the embryonic limb bud. Finally, it is possible that the limb bud mRNA sample contained a low representation of very early limb bud genes since it was physically only possible to collect limb buds equivalent to mid-bud to notch stage regenerates. Further investigation into the function of these genes will be required to resolve the role of these “limb-bud-low” amputation-specific genes.

### *In situ* hybridization database of blastema-associated genes

The regeneration blastema emerges from the mature tissue in the first days post amputation, and consists of two major compartments, the mesenchymal blastema that will give rise to skeleton, connective tissue, muscle, blood vessels and peripheral nerve, and the epithelium that plays an important signaling role during regeneration. To verify the regeneration-specific expression of the transcripts identified by this analysis, and to determine the spatial domains of their expression, we performed *in situ* hybridization of anti-sense RNA probes on sections of regenerating and laterally wounded samples at different time points after injury. We performed *in situ* hybridization for both, transcripts with a clear human ortholog, as well as un-annotated transcripts. We obtained interpretable expression patterns from 46 out of 53 transcripts examined. 40 out of 46 transcripts displayed regeneration-specific expression, validating our screening approach.

Figure 6 depicts representative expression patterns that we observed. We could classify the gene expression patterns into two broad categories: those that are expressed in the wound epithelium that directly covers the regeneration blastema (24 transcripts, Figure 6A), and those genes expressed in the mesenchymal blastema (16 transcripts, Figure 6B). The expression patterns in the epidermis revealed the complex structure of the epidermis, with molecularly distinct layers. For example *Gp2, Cnfn, axAg, Muc2, Umod, Psca, Dnase1l3* were all expressed from early time points in the outer layer of the wound epidermis. In contrast, *Dsg4*, *Krt17, Fcgbp, DK24, DK35, DK36, DK45* and *DK64* were expressed in all layers of the wound epidermis. Two genes were expressed in the innermost layer of epidermis: *Wnt5a* (Figure 6C) and *DK18*. Finally, *DK45* and *DK64* expression appeared to be localized to a limited area, usually the posterior wound epidermis (Figure 6D). *DK45, DK64* and *DK35* represent late onset genes whose expression becomes visible at 5 days after amputation (*DK45* and *64*) or at 7 days (*DK35*). A number of early wound epidermis genes also showed up-regulation in the blastema mesenchyme typically at later time points (12 transcripts such as *Pcsa (* Figure 6E *), Dnase1l2, Wnt5a*).

The mesenchymally expressed group of genes included: *Bambi, Gad1, Hmgb2, Hnrnpc, Hnrnpl, Tecta, Wnt5b, DK23, DK40* (Figure 6B). Robust expression in the mesenchymal blastema was most easily observable in later time points, such as 7 and 12 days. In most cases, the expression was uniformly distributed in the blastema. However, intriguingly, *DK40* marked a subset of cells in the mature tissue that were interspersed with muscle fibers. Whether these cells represent satellite cells or connective tissue, and whether the positive cells represent blastema cell precursors should be a topic of further investigation.

The expression profiling data, *in situ* hybridization images, EST contig assembly and BLAST server can be accessed in our Axologle database at: http://est.age.mpg.de/.

## Discussion

This work provides a detailed, parallel, time course of the regenerating limb blastema and of non-regenerative lateral wounds by microarray analysis. In addition, the present work compares the regeneration blastema and the limb bud. This analysis allowed us to identify a transition-phase between wound healing and re-establishment of a limb development program where a set of regeneration-specific genes is induced.

Based on morphological observations and expression analysis of selected genes in the injured limbs, it has been established that early wound healing lasting about 24 hours is comparable for both regenerating and lateral wounds [40], [44]. After that period the regeneration response begins to diverge from the injury/wound healing response such that only amputations but not lateral wounds lead to blastema formation. Once the blastema has formed, the subsequent steps resemble limb bud development. Thus, it was widely accepted that limb regeneration proceeds through three major phases: wound healing, blastema formation and re-development (reviewed in [45]). Our transcriptome-wide gene profiling is completely congruent with such a view, thus giving it further, independent support. Specific analysis of the cell-cycle associated gene set in this data revealed an initial rise in cell-cycle genes both in lateral wound and amputation time courses. However, a sustained expression of cell-cycle genes after 168 hours was only observed in the amputation time course. This continued expression of cell-cycle regulators in the amputated samples is consistent with the continued proliferation of the blastema for over one week prior to onset of overt differentiation between 288 and 528 hours. While no previous study specifically compared lateral wounds to amputated samples, ^3^H thymidine and mitotic indices have been extensively characterized in axolotl limb regeneration, and in non-regenerative samples where grafting of a mature skin piece onto the limb stump inhibited regeneration [46], [47]. A sustained rise in ^3^H thymidine labeling index, and a second rise of mitoses were observed in regenerating limb samples. In contrast, non-regenerative samples only showed an initial rise in ^3^H thymidine labeling followed by mitoses, but no sustained response. This published cellular data corresponds with the differences in cell-cycle gene expression changes we observed in amputation versus lateral wound time courses.

The purpose of our gene expression analysis was twofold. First, we wanted to expand the gene set that was previously implicated in regeneration by analyzing a comprehensive time course that is particularly dense at the early time points after injury. The second purpose was to classify the identified genes according to their putative involvement in the wound healing versus regeneration-specific events, by integrating the expression data resulting from limb amputation, a lateral limb injury and the developing limb bud.

Our data show that during the course of limb regeneration a large fraction of genes (>40%) undergo significant expression changes. 19017 probes (with 4087 different human protein annotations) detected statistically significant changes over the 22 days following amputation. Nearly a half of theses proteins (n = 2000) have not been implicated in limb regeneration based on previous expression analysis. Thus, the current analysis identified a substantial number of new genes whose expression is modulated upon limb amputation.

The proteomic analysis of blastema [6] identified 309 proteins with a significant fold change in amputated limbs relative to uninjured controls. About a half (55%) of these proteins were represented on our array, and our data show significant injury-induced changes at transcript level for 88% of them. Similarly, the majority of genes (83%, 95% and 89%) that were found up-regulated in three prior transcriptomic studies of limb regeneration ([9], [8] and [10]) and were represented on our array show statistically significant up-regulation in our regeneration time course, giving us confidence that our analysis was efficient in detecting changes in gene expression.

Because of the large number of genes involved in the process of regeneration, subtractive strategies are essential in order to start approaching the molecular aspects of blastema formation. Our strategy complements previous comparative approaches where nerve-dependent versus independent steps in regeneration, and regenerative versus non-regenerative epidermis were profiled using microarrays [8]–[10].

Comparing transcript levels between amputation and lateral injury revealed that the majority of gene expression changes that occur after amputation are not regeneration-specific. 

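The amputation-specific and the amputation-enriched selections made here sum to 1425 probes, which is 7.27% of the number of probes that changed over the amputation time course. They share 78 probes, so that 1347 different probes were selected. The share depends on the model, and with the slide as a block the sum was 7719 probes or 34.5%. The rise came from the amputation-specific count, while the enriched count was 820 against 824. Few lateral wound arrays share a slide, so in that setting the wound test has little power. Its p is then easily above 0.05, and the 34.5% is no firm estimate of the share. The selections hold probes that fell as well as probes that rose after amputation. Their share is set by the rules that define them, since 120 to 528 h alone had 11958 probes higher and 13942 lower after amputation than after the lateral wound at 5% FDR, of which 1261 differed by 2-fold or more. From the small share of amputation-specific and enriched probes, the paper concludes that most of the changes after amputation are not specific to regeneration.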

Only 6% of the genes that changed during limb regeneration showed preferential up-regulation during limb regeneration as compared to wound healing – 1183 probes detected amputation-specific/enriched changes compared to 19017 probes that detected statistically significant changes during the time course relative to the uninjured sample. Similar proportion of amputation-enriched genes may be expected in “regeneration” gene sets that were previously identified through the comparison of uninjured limb and the regenerating limb [6], [7]. Consistent with this expectation, only two genes (*Hnrnpl and Krt12*) in the proteomic set are amputation-specific/enriched according to our data.

We compared the amputation-specific/enriched set identified by the current study with three previous studies where comparative strategies were applied (Table S4). Two studies investigated the role of peripheral nerves in regeneration and identified genes that were up-regulation in the amputated limb in a nerve-dependent fashion. Interestingly, we found that only 12 out of 95 [8] and 2 out of 22 [10] nerve-dependent genes that were represented on our array qualify as amputation-specific/enriched. These results conform with the idea that nerve injury and large tissue removal create two initially separate inputs into regenerative response [33]. In addition, Monaghan et al. identified 377 “limb-specific ”annotated probe sets that were up-regulated in the amputated versus uninjured limb as well as in in amputated limb versus skin injury on the body flank [10]. 203 of these “limb-specific” genes were represented on our array and 26 of them were identified as amputation-specific/enriched. Conversely, from 112 annotated amputation-specific/enriched genes identified by current study, 56 also change the expression after amputation according to [10], and 26 are considered “limb-specific”.

A more substantial overlap exists between our amputation-specific/enriched gene set and the gene-set obtained by the study that compared regenerative epidermis of an amputated limb with a non-regenerative epidermis that covered a lateral injury at 7 days post injury. This approach was the most similar to ours in the design and also the same microarray platform was used. The identified regeneration-specific gene set included 58 candidates with putative human orthologs [9]. 16 of these genes (*Aldh1a1, Dnase1l3, Dsg1, Dync1i1, Gp2, Klf2, Krt5, Msx1, Msx2, Psca, S100P, Tecta, Tgm1, Tgm5, Umod, Wnt5a*) were shared between this gene-set and our 112 regeneration-specific/enriched candidates with putative human orthologs. The difference between the two gene lists likely reflects the difference in the tissue that was examined. The current study sampled whole blastemas, therefore it detected many genes that were up-regulated in the mesenchymal part of the blastema in addition to the epidermal genes detected by Campbell et al. On the other hand, we might have missed some of the subtle changes in the wound epidermis genes that were detected by Campbell, because a larger contribution of non-epidermal tissue would reduce sensitivity to detect such changes.

One part of our regeneration-specific gene set are genes putatively related to oxidative-stress. While it may have been expected that such a response would be common to generic wound healing, there is clearly a sustained, regeneration-specific expression of genes in this category. An intriguing question is whether the putative oxidative-response-associated gene set is involved in promoting or sustaining a proliferative, self-renewing state of blastema cells within an adult tissue context and counteracting senescence/aging. Stem cell self-renewal and maintenance is known to be highly sensitive to oxidative-stress (for review see [48]). An alternative possibility is that metabolites such as hydrogen peroxide play important signaling roles in regeneration, extrapolating on recent evidence that hydrogen peroxide is a key signaling molecule in wounded tissues [49]. The expression of some genes related to oxidative-stress only at the latest time points i.e. time of blastema differentiation, suggests that at least some of them play an important signaling role.

We also identified a set of genes associated with chromatin modification. Previous association of some of these factors with oxidative-stress, and with nuclear hormone signaling raise the intriguing possibility that these genes are involved in mediating putative extracellular signaling events that convert cells from the adult homeostatic condition toward a regeneration blastema cell type.

In terms of cellular reprogramming we examined whether those factors involved in reprogramming fibroblasts to pluripotency, *Oct4, Sox2, Nanog, Myc,* and *Klf2/4* were also significantly induced during limb regeneration. 

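For Klf2 the lateral wound reached a log2 signal of 8.04 ± 0.27 at 6 h against 5.45 ± 0.46 in mature limb (SD, n = 3), and limma's F-test over the lateral wound time points gave an adjusted p of 1.78e-11. Over 3 to 12 h amputation was 0.60 above the lateral wound (adjusted p = 0.0014, 11 of 12 pairs). The brighter of the 2 probes for Oct4 was at no time point different from mature limb, with -0.12 at 12 h (adjusted p = 0.968), and the other was too dim for the filter. The 4 probes for Nanog were too dim as well, and the brightest was well above background on 10 of the 80 arrays, and Nanog was not tested.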

*Klf2/4* was highly induced in both limb regeneration and lateral wounding while *c-myc* was mildly induced at late time points after regeneration and wounding, but *Oct4*, *Sox2*, *Nanog* are not induced significantly and reproducibly in our analysis (Figure S4A). Previously, up-regulation of *Sox2* was reported in regenerating newt limb [50] but was not observed during limb regeneration in *Xenopus* [51]. The discrepancy with the results in newt could be due to differences in linearity between qPCR and microarray data. Furthermore, our data from different probes along the *Sox2* sequence are not consistent, indicating that further investigation is required.

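The scanner files hold 2 probes for Sox2, both above the filter. The brighter stood at 0.90 relative to mature limb at 3 h (adjusted p = 0.514) and at -0.55 at 528 h (adjusted p = 0.323), and none of its 12 time points passed. Mature limb varied by 0.69 (SD, n = 3) for this probe. The other probe was lower than mature limb at 4 time points and higher at 0. Amputation and lateral wound did not differ for the brighter probe over 120 to 528 h (-0.02, adjusted p = 0.864, higher in 6 of 12 pairs), while the other stood at -0.39.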

Recently two piwi-like genes (*Pl1* and *Pl2*), which play crucial roles in the germ cells of mice and flies [52], were reported to be induced and essential for the blastema formation in the axolotl [53]. While *Pl1* was not represented on our array, we did not detect significant up-regulation of the *Pl2* during the limb regeneration time course.

Transcripts encoding for several extracellular signaling molecules that are potentially important for blastema formation and/or outgrowth are up-regulated during regeneration/wound healing according to our data. Wnt/β-catenin signaling plays an essential role during the early stages of limb regeneration [54], [55]. We find an early (3 h-24 h after injury) up-regulation of *Wnt10a* that was comparable between amputation and after lateral injury, and it appears to be a part of the stress response as its low expression in the limb bud suggests that *Wnt10a* is not a part of the limb development program in the axolotl. 

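Wnt10a exceeded mature limb from 6 to 24 h with each of its 3 probes, by 1.73 at 9 h for the brightest (standard error 0.16, adjusted p = 1.39e-09, 3 of 3 replicates). At 9 h the log2 signal was 11.09 ± 0.30 after amputation and 10.90 ± 0.36 after the lateral wound (SD, n = 3). Over 3 to 12 h it was 0.21 higher after amputation than after the lateral wound (standard error 0.04, adjusted p = 0.00206, 11 of 12 pairs), and over 120 to 528 h it was lower (-0.41, adjusted p = 7.34e-09, higher in 2 of 12). In the limb bud its level was 9.23 ± 0.44 against 9.36 ± 0.09 in mature limb, a difference of -0.13 (adjusted p = 0.583). From its timing and its low limb bud level, the paper proposes that Wnt10a belongs to the stress response and not to the limb development program.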

Other canonical *Wnts* (*Wnt1, 3* and *8*) showed no significant expression change during the time course. 

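The probes that the scanner files name Wnt1, Wnt3a and Wnt8 were too dim for the filter and were not tested. The brighter of the 2 probes for each was well above background on 25, 36 and 5 of the 80 arrays, with a median intensity of 16.6, 20.6 and 7.76.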

Only *Wnt5*s (particularly *Wnt5a*) were specifically enriched in the amputation-sample compared to the lateral wound. 

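Over 120 to 528 h, Wnt5a was 1.27 above the lateral wound (standard error 0.04, adjusted p = 4.77e-21) and Wnt5b 1.24 (standard error 0.08, adjusted p = 4.32e-13), each in 12 of 12 pairs. Over 24 to 72 h the difference was 0.12 for Wnt5a (adjusted p = 0.0158, 10 of 12 pairs) and 0.36 for Wnt5b (adjusted p = 9.51e-04, 12 of 12). Relative to mature limb, the limb bud was 3.33 higher for Wnt5a and 2.79 higher for Wnt5b.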

Previously it was shown that over-expression of *Wnt5a* early in axolotl limb regeneration inhibited the progression of limb regeneration and the maintenance of *Msx2* [56]. Over-expression at later stages had no effect confirming a role of *Wnt5* in the early steps of regeneration. Other studies in different animal systems point to different roles for *Wnt5* in regeneration so it is not yet clear whether there is a single unifying role for *Wnt5* in appendage outgrowth and regeneration [57], [58].

*Fgf*s have been implicated in regeneration as nerve-derived trophic factors necessary for maintenance of blastema proliferation [59], [60]. Also, *Fgf8* and *Fgf10* are essential apical ectoderm and mesenchymal components, respectively that are essential for outgrowth and patterning of the limb bud and regenerating limb. Both are expressed in *Xenopus* and axolotl limb blastemas but not in non-regenerative *Xenopus* limb [39], [61]. Our analysis shows a bimodal up-regulation of *Fgf8* – a weak early up-regulation that is comparable between amputation and lateral-injury samples, and a late amputation-specific peak at 12 days after amputation. On the other hand, *Fgf10* showed a steady up-regulation starting from 24 hours after injury, which is more pronounced in the amputated sample (Figure 2). 

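For Fgf8 the early signal was close to background. At 6 h, 3 of 3 amputation arrays and 1 of 3 lateral wound arrays were well above background, at 9 h 2 and 2, and at 12 h 2 and 3, against 0 of 5 mature limb arrays. Amputation was at least 1.89-fold above mature limb at 6 h and at least 1.07-fold at 12 h. The log2 signal at 12 h was 4.87 ± 0.50 after amputation and 4.86 ± 0.68 after the lateral wound (SD, n = 3). From 24 to 120 h no amputation array was above background, and at 288 h the signal was 7.64 ± 0.55 against 2.99 ± 0.63, with 0 of 3 lateral wound arrays above background.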

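Fgf10 stood at -0.02 relative to mature limb at 24 h (adjusted p = 0.967) and first passed at 72 h with 0.68 (standard error 0.20, adjusted p = 0.00986, 3 of 3 replicates). It rose to 2.00 at 168 h and was back at 0.43 at 528 h (adjusted p = 0.108). Amputation exceeded the lateral wound by 1.11 over 120 to 528 h (adjusted p = 5.38e-10, 12 of 12 pairs), and over 24 to 72 h the difference did not pass (0.25, adjusted p = 0.0608, 9 of 12). The probe is dim, and with the normexp background correction its difference from mature limb at 72 h was -0.35.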

Curiously, based on three independent probes we find no evidence of amputation-induced up-regulation of *Fgf20*, which has been identified as a key regulator necessary for blastema formation in the zebrafish tail regeneration [62]. It is unclear if the absence of *Fgf20* up-regulation in our experiments is due to detection sensitivity related issues or it reflects the actual differences between the two species/tissues.

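Of the 3 probes for Fgf20, 2 were above the filter, and for neither was any amputation time point above mature limb. For the brightest the difference was 0.55 at 3 h (adjusted p = 0.976) and -0.56 at 288 h (adjusted p = 0.413). It was lower after amputation than after the lateral wound over 120 to 528 h (-0.26, standard error 0.07, adjusted p = 0.0022, higher in 2 of 12 pairs), while the other probe stood at 0.10.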

*Bmp*s have been implicated in regeneration in *Xenopus*, axolotl and mouse limbs [63]–[66]. *Bmp2* and *Bmp7* were represented on our microarray. While *Bmp7* levels did not show any significant change during the time course, *Bmp2* showed two waves of expression in our experiment; an early up-regulation at 3–12 hours, which is comparable between amputated and lateral injury samples, is followed by a second wave of expression at 5–12 days, which is more pronounced in the amputated samples. This bimodal expression would be consistent with its proposed roles; first in progenitor cell proliferation and later in cartilage differentiation [67].

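The brighter of the 2 probes for Bmp2 exceeded mature limb at 12 h by 1.07 (standard error 0.34, adjusted p = 0.0389, 3 of 3 replicates) and at 168 h by 0.91 (adjusted p = 0.0414, 3 of 3), while 3 h stood at 0.83 (adjusted p = 0.421). With the replicate as a block it was higher at 3, 6, 9, 52, 72, 120 and 288 h as well. The other probe first passed at 9 h and was higher at 5 time points. The signal of the brighter probe was 0.31 higher after amputation than after the lateral wound over 3 to 12 h (standard error 0.04, adjusted p = 6.63e-06, 11 of 12 pairs), 0.09 over 24 to 72 h (adjusted p = 0.0733) and 0.43 over 120 to 528 h (adjusted p = 7.82e-10, 12 of 12 pairs). All 10 probes for Bmp7 were too dim for the filter. The brightest was well above background on 55 of the 80 arrays, with a median intensity of 24.0.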

An interesting aspect of the epithelia associated genes was the progression from a mucous gene profile at early time points, to a cornified epithelial phenotype in the later time points. Since the wound epithelium is a crucial structure supporting limb regeneration, it will be important to determine if this mucous phenotype is required for productive limb regeneration. The requirement for Anterior Gradient, a protein associated with secretory glands during limb regeneration in *Notophthalmus viridescens*, points to the possible functional importance of a mucus epithelium in supporting regenerative outgrowths [68], [69]. A number of epidermis-expressed genes identified in this study as regeneration enriched (*Ca5b, Dnase1l3, Psca, Tgm5, Umod, Wnt5a*) overlap with genes identified by others including nerve dependent transcripts [8], [9], Table S4. Our *in situ* data confirms that many epithelia expressed genes are nerve dependent.

It has long been speculated that there are parallels between cancer and blastema formation. Although we find many oncogenes that are up-regulated during regeneration, most of them are subtracted from our regeneration-specific dataset because they are induced both by amputation and by wounding in axolotl. It is clear that wound-healing induced genes could be important to initiate some aspects of a regeneration response that are transient upon wounding, but that progress after limb amputation. The comparison here was made to identify regeneration-specific genes that arise early after wound healing. Further analysis of identified candidates is necessary to identify those with critical function in blastema formation.

## Materials and Methods

### Animal work

To reduce suffering as much as possible, the animals were placed in bath with anesthetic (0.03% benzocaine) until no response to tactile stimuli were observed, but strong heart rate persisted, prior to surgery. To promote as efficient and painless healing as possible, after limb amputation, the bone and skin tissue were trimmed to create a neat wound surface that would not undergo further tearing afterwards. Animals after limb amputation were placed in clean water, and monitored until waking, and in the next 24 hours for normal feeding and motility. Animals were kept in a continuous flow aquaria system, that was monitored daily for temperature, nitrogen levels, and pH.

The axolotl animal work was performed under permission granted in animal license number 24-9168.11-9/2009-3 conferred by the Animal Welfare Commission of the State of Saxony (Landesdirektion, Sachsen).

### Assembly and annotation of contigs

Quality control of EST-sequences was done using Phred [70] and remaining vector sequences were removed using the program Cross-match from the Phrap package. Quality controlled EST-sequences were assembled using TIGR Assembler [71]. EST-sequences from the two different laboratories (Randall Voss' and our lab), as well as from *Ambystoma mexicanum* and *Ambystoma tigrinum* were assembled individually. Annotation of hits was done using BLAST [72] to identify potential orthologs and using InterProScan [73] to find conserved domains and to extract Panther [74] Ontologies and Pathways for contig sequences. Contigs were named according to their closest homolog provided the E-value cut-off of 10^−3^ was met. Next to contig sequences from Randal Voss' and our lab, we included all axolotl sequences from the NCBI database, as well as fully sequenced clones from our lab for annotation, storage and array spotting. All sequences and accompanying information are stored in a MySQL database (the Axologle database accessible at http://est.age.mpg.de/). The interface, as well as all images and plots are scripted using Python. All new EST sequences have been deposited in GenBank. The accession numbers are available in the Table S5.

### Salamander array design

4x44 K arrays with the 60-mer oligonucleotides (probes) were produced by Agilent Technologies. Total of 43736 custom designed probes were targeted against 17452 assembled contigs of salamander sequences. For a subset of contigs it was not known which DNA strand is the coding strand. Including both strands of those contigs, in total 22753 different targets were probed with 1–2 probes per target (exceptionally up to 10). The 44 k microarray platform is accessible at GEO with the accession ID: GPL15341.

### Injury and tissue collection

Time-course after limb injury includes time points: 0, 3, 6, 9, 12, 24, 36, 52, 72, 120, 168, 288 and 528 hours after limb amputation (amp) and posterior lateral wound (lw). The corresponding amp and lw time points consist of contralateral limbs of the same animal. Use of left or right arm for the amp and lw injury was randomized. Each sample is a pool from 4–5 limbs. Replicates are biologically and technically independent. Animals for separate replicates come from separate clutches of eggs, but all the samples within replicates come from the same clutch. Each replicate was processed (samples collected, RNA purified, labeled and hybridized) individually.

For both, amputation and lateral injury samples the first cut was done at ¼ stylopod length behind the wrist using animals at the size 40–50 mm from nose to cloaca. In amputated stumps protruding bones were trimmed (≈ 0.5 mm). For regenerating samples, all tissue between 2 mm behind the amputation plane and the tip of the blastema was collected. For lateral wound samples an incision was made using scalpel through the posterior half of the lower arm such that ulna was cut through, but radius was not. No tissue was removed. At the appropriate time a 2 mm thick sliver of tissue immediately proximal to the cut was collected. Collected tissue was frozen immediately in liquid nitrogen, and kept at −80°C until further processing.

Limb bud samples were collected at mid-bud (the earliest stage when it was technically possible) and notch stage from 1.5–1.7 cm long animals 6 and 12 days after hatching, respectively. 40–50 buds were collected per sample.

### RNA processing and microarray hybridization

Total RNA was purified using Qiagen RNeasy midi kit. RNA was then DNase-treated and then re-purified using Qiagen RNeasy mini kit. RNA quality was confirmed using Agilent Bioanalyzer – the RIN values were at least 9.4.

Probes were labeled using Agilent Quick Amp Labeling Kit starting with 300 ng of total RNA. Procedure includes cDNA synthesis followed by T7 RNA-polymerase mediated linear amplification with simultaneous Cy3 dye incorporation.

After hybridization signal intensities were extracted using Agilent Technologies DNA microarray scanner and Feature-extraction software with 1-Color Gene Expression protocol. Data was transformed through background-correction using background detrending and multiplicative-detrending. All microarray data were deposited in the GEO-database and comply with MIAME standards (accession number GSE36451).

### Analysis of amputation versus lateral injury time course

Condition tree was created by hierarchical clustering of the averaged replicates using Pearson's correlation as the similarity measure and average-linkage as the clustering algorithm starting from the list of 39174 probes that in at least 6 samples had raw signal values above background (above 50).

#### A. Two-way ANOVA Analysis

Data were quantile normalized using GeneSpring 7.3. The two-way ANOVA over time course (between 3 and 528 hours, 12 time points and 3 replicates) and between the amputation and wound scenario resulted in 3645 probes with significant interaction effect (5% FDR). 600 of those shown none or only marginal differences in the wound time course (ANOVA p>0.05). A general characterization of the amputation time course profiles of these 600 probes (median expression over replicates) where performed using hierarchical clustering applying normalization of probe sets to a mean of zero and a standard deviation of one before Euclidean average-linkage clustering (Figure 4). GQLCluster [75], a time course-specific clustering package, where used to differentiate specific profiles. Here, the incipient cluster estimation using 4 stages and up to 8 clusters resulted in 5 clusters which have been analyzed using mixture-estimation and 10 iterations.

The profiles of the five resulting clusters (Figure 4) are divided in two clusters of continuous (cluster 2) and sudden (cluster 1) down-regulation, one cluster with heterogeneous short transient patterns (cluster 3), one cluster with transient up-regulation (cluster 4), and one with persistently up-regulated genes (cluster 5).

246 probes from clusters 3-5 were further characterized using LSD test p-values between consecutive time points in the time segment 3 hours to 72 hours of both amputation and wound time course. –log_10_ p-values were normalized to a mean of zero and a standard deviation of one and K-Mean clustered using a Euclidean distance function and K = 11 after Davies Bouldin K-estimation [76].

#### B. Pairwise comparison to identify additional regeneration-enriched gene set

Data normalization where performed in two steps. Values below 5.0 were set to 5.0. Afterwards the signal intensities where normalized by a percentile-shift (each measurement was divided by the 75th percentile of all measurements) and probes marginally expressed in >80% datasets where rejected (native signal value <50). Of the remaining 39173 probes 19017 changed in the amputation dataset (1-way ANOVA, 5% FDR), and 583 of these were differentially expressed between amputated and lateral-injury samples at three consecutive time points (2 fold and t-test p = 0.05).

Hierarchical average-linkage clustering matrix taking the mean over replicates, based on 39174 expressed probes, were performed using Pearson's correlation as the similarity matrix. Analysis was done using GeneSpring 7.3.

### qPCR

cDNA was made from 300 ng total RNA using SuperScript III polymerase. RNA samples corresponded to the three replicates that were used for the microarray. qPCR was performed using AB Applied Biosystems Power SYBR Green reaction mix in the final volume of 10 μl with the final primer concentration of 300 nm on the Lightcycler 480, Roche.

Primers used for PCR:

*DK35*: TCAGCCTATCCCAGACCTCTCAAG & GCTCTCCAGTTTCCACATTCCAAC

*DK45*: AACACTGTGGTGGTGGCTGTAAG &TGTAGTTATCTGGGGTCATCCTCAG

*Fgf10*: CACGGACGAATAACGGAGTTTCTG & CACGGACGAATAACGGAGTTTCTG

*Psca*: GCGAAGATGAAGGCTATCCTGGTC & TTGGTGGTTTGCTGGCAGTTG

*Rpl4*: TGAAGAACTTGAGGGTCATGG & CTTGGCGTCTGCAGATTTTTT

*Tgm5*: TTCGGGGTCTTGGGTGGTAAAG & TCCTGGGCACTGACAGCAATAG

*Wnt5a*: ATCCGACCAGCCTAAGCACACTTC & GCAGCACAGCAACAAAAGGAGC

*Wnt5b*: AGACAGTCGCTGACACCACAAGTG & TAACTCACAGATGGACCTGGGAGC

### *In situ* hybridization

*In situ* hybridization was carried out according to [77] with some modifications (detailed protocol at http://est.age.mpg.de). Limbs were collected at appropriate time after injury at the shoulder level. Tissues were fixed in MEMFA (0.1 M MOPS pH 7.4, 2 mM EGTA, 1 mM Mg SO_4_×7H_2_O and 3.7% formaldehyde) overnight at 4°C, washed in PBS, dehydrated by increasing ethanol series, Xylene and embedded into paraffin. 10 µm sections were de-waxed, rehydrated and hybridized with 0.5 and 2 kb long *in vitro* transcribed DIG – labeled probes in hybridization buffer (50% formamide, 10% dextran, 5× SSC, 0.1% Tween, 1 mg/ml yeast RNA, 100 g/ml heparin, 1× Denhardt's, 0.1% CHAPS, 5 mM EDTA) at a concentration of 100–600 ng/ml for at least 16 hours at 70°C. Slides were washed 3× for 1 hour each and overnight at 70°C in post-hybridization buffer (50% formamide, 5× SSC, 0.1% Tween) followed by wash buffer (50% formamide, 2× SSC, 0.1% Tween) twice for 1 hour each. The signal was detected with anti-DIG Fab fragments conjugated with alkaline phosphatase (Roche) and BM purple (Roche).

The complete detailed protocol is accessible from the *in situ* database at http://est.age.mpg.de.

## Supporting Information

Figure S1 **Quality assessment of the microarray expression profiles.** A. Correlation coefficients between 8151 probe-pairs targeting the same contig. Correlation coefficients were calculated for those probe-pairs that showed statistically significant expression changes (ANOVA at 5% FDR) during the time course. B. Gene tree of the probes for a subset of cell cycle genes represented on the array created by hierarchical clustering using Pearson's correlation as the similarity measure and average-linkage as the clustering algorithm. In general, up-regulation of genes with a function in G1-phase of the cell cycle precedes the G2/M-related genes by approximately 2 days. Amputation samples often show a late phase of expression that is not evident in the lateral wound samples.
(PDF) Click here for additional data file.

Figure S2 **STRING analysis of the two-way ANOVA gene set showing functional associations including the low confidence interactions (score ≥0.15).** Red and yellow balls are associated with response to oxidative and cellular stress. Blue balls denote chromatin-modifying genes. Dark green balls denote the epithelial cluster. Pink balls denote the limb development cluster. Red frames mark genes of the 10^th^ p-value cluster. Thicker lines represent higher confidence interactions. Large balls represent gene families where a protein structure is available.
(PDF) Click here for additional data file.

Figure S3 ***In situ*** **hybridization on the longitudinal sections of limbs with lateral wound contralateral to the amputated samples in** **Figure 6** **.** A. Genes up-regulated in the wound epidermis of amputated limbs (See Figure 6A) show modest or no up-regulation in the lateral wound. B. Genes up-regulated in the mesenchyme of amputated limbs (See Figure 6B) show modest or no up-regulation in the lateral wound. *Hnrnpl* and *DK40* show limited up-regulation in the lateral wound while other genes remain at the basal level. Arrows point to the injured place. Posterior side of the limb is at the bottom of the pictures, distal is to the right. C. Expression of *Wnt5a* in the lateral wound is not detectable by *in situ* hybridization. D. Expression of *DK45* in the lateral wound is not detectable by *in situ* hybridization.
(PDF) Click here for additional data file.

Figure S4 **Microarray expression profiles of pluripotency factors** **and epigenetic regulators.** A. Expression profiles of *Oct4, Sox2, Nanog, Klf4* and *c-Myc*. B. Expression profiles of chromatin modifiers: *Smarcd1, Smarcd4, Hmgb3* and *Hmgb2*. Each line represents the trace for an individual probe for the gene averaged over three replicates with the error bars representing standard deviation. Colors of lines differ only to distinguish between traces.
(PDF) Click here for additional data file.

Figure S5 **STRING analysis showing functional associations between regeneration-enriched genes selected by pairwise comparison.** All interactions including the low confidence ones (score ≥0.15) are shown. ECM remodeling network including MMPs and elastase is shown with yellow balls, epithelial organization network in brown and the limb bud network including WNT5A, MSX1, LHX2 in orange color balls. Thicker lines represent higher confidence interactions. Large balls represent gene families where a protein structure is available.
(PDF) Click here for additional data file.

Figure S6 **Heat map of 3 clusters obtained by K-means clustering of 395 probes that were selected either by two-way ANOVA or by pairwise comparison relating gene expression after injury with the expression in the limb bud.** Gene trees were made on each of the clusters separately using Pearson's correlation as similarity measure. Up-regulation is indicated by red, down-regulation by green color. A. Cluster 1 – genes expressed at low levels in the limb bud, and are up-regulated by lateral injury. B. Cluster 2 – genes expressed at low levels in the limb bud, and are amputation-specific. C. Cluster 3 – genes highly expressed in the limb bud and amputation specific.
(PDF) Click here for additional data file.

Table S1 **List of 246 probes representing amputation-specific genes that were selected by two-way ANOVA analysis.** Probe name: name of the oligo-nucleotide spotted on the microarray (sequence accessible at GEO), Target name: name of he target where the prefixes “a.” and “s.” distinguish between different strands of the contig, Contig name: name of the contig (sequence accessible at http://est.age.mpg.de), Cluster (expression) K = 5: Clusters depicted in Figure 4, Cluster (-log10 p-value) K = 11: Clusters depicted in Figure 7, Cluster (limb bud expression): Clusters depicted in Figure 9, Correlation coefficient: correlation coefficient between the probes for the same target. Probes highlighted in italicized print target the antisense-strand of the annotated gene.
(XLS) Click here for additional data file.

Table S2 **List of 173 probes representing amputation-enriched genes that were selected by the pairwise comparison.** Probe name: name of the oligo-nucleotide spotted on the microarray (sequence accessible at GEO), Target name: name of the target where the prefixes “a.” and “s.” distinguish between different strands of the contig, Contig name: name of the contig (sequence accessible at http://est.age.mpg.de), Cluster (limb bud expression): Clusters depicted in Figure 9, Correlation coefficient: correlation coefficient between the probes for the same target. Probes highlighted in italicized print target the antisense-strand of the annotated gene.
(XLS) Click here for additional data file.

Table S3 **Gene ontology enrichment analysis on the list of 56 amputation-specific/enriched genes with a low expression in the limb bud.** Enrichment was calculated using g:Profiler on the list of human RefSeq protein IDs form the limb bud expression clusters 1–3. 27 RefSeq IDs from cluster 1, 20 IDs from cluster 2 and 64 IDs from cluster 3 were considered to calculate the enrichment. Columns represent: P-value: enrichment P-value, #Array: total number of genes on the array associated to functional term, #Query: total number of genes in the input list, #List: number of genes in the input list that are associated to functional term, GO ID: GO term identifier, Type: type of functional evidence (BP  =  biological process, CC  =  cell compartment, MF  =  molecular function, bi: BioGRID interaction data, hp: human phenotype ontology, ke: KEGG pathways), GO term: term name (the vertical alignment of the term name depicts its depth in the GO term hierarchy), Gene list: list of genes present in the cluster that are associated with the particular GO term.
(XLS) Click here for additional data file.

Table S4 **Comparison of the amputation-specific/-enriched genes with the published gene sets identified by comparative gene expression profiling of limb regeneration.** All gene sets were compared via the associated human homolog RefSeq IDs. Column D indicates genes that were also found in the list of 173 genes (corresponding to 371 probe sets) up-regulated at either 5 days or 14 days after injury in [8]. Column E indicates genes that were found in a list of 110 genes that were up-regulated in inervated relative to denervated limbs at either 5 days or 14 days after amputation in [8]. Column F indicates genes that were found in a list of 377 genes (corresponding to 571 probe sets) that were up-regulated in an amputated limb relative to the uninjured limb and also relative to a flank skin injury [10]. Column G indicates genes that were found in the list of 58 genes (corresponding to 195 probes) that were up-regulated in a regenerative epidermis relative to a non-regenerative epidermis [9].
(XLS) Click here for additional data file.

Table S5 **The list of GenBank accession numbers and EST identifiers for new ESTs used in this study that were not submitted previously.** dbEST ID: identifier of a dbEST database entry, EST name: name of the EST sequence submitted to the GenBank, GenBank accession: accession number of a GenBank sequence database entry.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

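RNA from axolotl limbs was measured on a custom 1-colour array with Cy3 as the dye. The labels give the injury, the hours after injury and the replicate of each of the 80 arrays. Each injury sample pools limbs of one clutch, 4 to 5 by the paper's methods and of 4 animals by its results, and a limb bud sample pools 40 to 50 buds. The amputated and the laterally wounded limb of a sample pair are contralateral limbs of the same animals, as the paper's methods state. The 2 mature limb arrays of a replicate were averaged, since the labels do not tell which segment of the arm each came from.

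The authors deposited the scanner output of each array, read with Feature Extraction 10.1.1.1 on 79 arrays and 9.5.3.1 on 1, limb bud replicate 1. Its processed signal is an intensity with the background subtracted on a linear scale, without normalization between arrays, and the median signal and local background are intensities as well. The deposited flags for spots well above background, saturated spots and outliers are 0 or 1. The authors also deposited a table of all samples that gives for each array the processed signal as an intensity and, on the log2 scale, values quantile normalized between arrays. Of its 170 value columns 160 were matched to a sample and 10 that match none were not used here. The raw columns were checked against the scanner output, and 100% of their values lay within 0.1% of it.

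Control spots were left out, and values at outlier spots were set aside, while 309 saturated values on 68 probes were kept. For the time course, the paired comparisons, the limb bud and the named genes, the processed signal was divided by the 75th percentile of its array, multiplied by the median of these percentiles, floored at 5, which the paper's methods do before scaling, and put on the log2 scale, and probes with a raw signal of at least 50 on 20% of the arrays were kept. For the interaction of time point and injury, the log2 values were quantile normalized and no probe was filtered. For the grouping of the samples, probes with a raw signal over 50 in at least 6 samples were centred on their median over the 26 groups, and groups were joined by average linkage on Pearson's r. At 3 arrays per group, the number of arrays limits the precision.

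All tests used limma 3.58.1 in R 4.3.3 and a Benjamini-Hochberg FDR of 5%, and files were read with data.table 1.17.8. Linear models were fitted by least squares with the variances moderated by limma's squeezeVar, so that probes with a value set aside could be fitted as well, and the p-values of the time course test were checked against lmFit and eBayes on probes without missing values. The amputation time course was a moderated F-test over 13 time points, with mature limb as 0 h. The interaction was a moderated F-test over 24 groups, and a probe counted as amputation-specific when its interaction passed and its unadjusted p over the lateral wound time points was above 0.05. Amputation and lateral wound were compared by a moderated test on the differences within pairs at each time point and over 3 phases of 4 time points. The enriched rule asked for an unadjusted p under 0.05 and 2-fold or more in one direction at 3 consecutive time points or more. Limb bud and mature limb were compared in one fit with all injury groups. Adjusted p-values of one time point, phase or F-test were taken over all probes tested there.

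The pairing comes from the labels and the paper's methods. It was checked in the data by correlating the deviations of each limb from its group mean, across probes, which are not independent replicates. The median r was 0.804 for limbs of the same animals. Deviations of consecutive amputation samples of one clutch had a median r of 0.498. The 22 slides and 4 scan days were read from the scanner output, each pair lies on 1 slide, and each clutch was scanned on its own day, except that limb bud replicate 1 has a slide and a day of its own.

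Genes were named by a rule set, like the tests and most alternatives, before the data were examined. They are the genes that the results, the discussion or Figure 2 name and for which Tables S1 and S2 or a column of the scanner output identify a probe. Of several probes the one with the highest mean log2 signal represents the gene, chosen among those of the tables where they hold one, and for some genes the text gives the others as well. Up to 5 probes with the largest differences per comparison could be named as well. Most of these genes were picked by the study on the same arrays.

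The alternatives were the other of both normalizations, no filter or the filter where the main setting had none, only probes well above background on at least 3 arrays, the authors' normalized values, each replicate left out, the replicate or the slide as a block, no pairing, the methods' ANOVA and paired t-test without moderation, the time course without mature limb, the floor set before scaling, the first or the second mature limb array alone, and for correlations the linear scale, single arrays, no centring and the interaction probes alone. A normexp background correction with an offset of 50 on the median signal, limb bud replicate 1 left out and the order of joining in the tree were added after the data had been seen. Amputation time labels were permuted within clutches, or the limbs of pairs swapped at random, with 100 splits in each case.

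The procedure was tested on simulated data with the spread of these arrays, with 200 of 38090 probes changed for most comparisons. It recovered 77.0% of them for the time course, 72.0% for the interaction, 99.5% for the phase of 120 to 528 h and 73.5% for the limb bud. Of the calls, 8.33%, 0%, 7.44% and 2.65% were false, against a nominal 5%. The simulated spread had a part shared by both limbs of a pair, but none shared by a clutch over time points. These shares therefore do not cover the clutch variation that the tests without a block leave in the error. The in situ hybridizations, the qPCR, the STRING networks, the ontology enrichments and the K-means clusters were not analysed here, apart from the cluster numbers listed in Tables S1 and S2.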

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

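The tests on other splits of the samples and the test of dim signal were chosen only after the results had been seen.

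In 818 probes the difference between amputation and lateral wound passed the threshold in opposite directions over 3 to 12 h and over 120 to 528 h, and the difference between both phases was itself tested and passed. Of these probes, 532 were higher after amputation early and lower late, and 286 were the reverse. The differences were small, with a median size of 0.21 early and 0.32 late on the log2 scale. Among the 72 named genes tested, 3 had such opposite calls, Cat, Aldh1a1 and Wnt10a. Their early calls were all lost with no replicate block and without replicate 1, and those of Cat and Aldh1a1 also with the normexp background and without replicates 2 and 3. The late calls of Cat and Aldh1a1 were lost with no replicate block, and that of Aldh1a1 also with the normexp background and without replicate 1. Over 120 to 528 h Cat and Aldh1a1 were each higher after amputation in 6 of 12 pairs, and Wnt10a in 2 of 12. Relative to the lateral wound Cat stood at 0.28 and 0.24 at 120 and 168 h, then at -0.43 and -0.95 at 288 and 528 h. Its late call is thus a mean over both directions. The tables argue against the normalization as the whole cause, since 715 of the probes had the same opposite calls under quantile normalization. They argue as well against the array position on the slide, with 767 probes called alike when the position was a covariate. Of 100 random swaps of the limbs within pairs, 1, the real one, gave a count as large. This cannot exclude chance, because swapped late differences widen the error on which the early calls rest. Also open is whether a change of the cell types in the sampled tissue, a loss of tissue or a change within cells lies behind the pattern, and none of these was tested. A program that differs between the injuries early and late may explain the pattern, which is a hypothesis, since it was found and tested on the same data.

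The enriched criteria also selected 510 probes that were lower after amputation than after the lateral wound, in a direction whose probes the paper does not discuss one by one. For 507 of them the amputation group was 2-fold or more below mature limb at 3 or more time points, and 488 were lower than in mature limb at 528 h. The median over these probes of the lowest difference from the lateral wound was -2.37 on the log2 scale, and 56 of them were amputation-specific too. The tables argue against the normalization as the whole cause, since 448 were still called lower under quantile normalization, and against the array position on the slide, with 480 still called with the position as a covariate. Dim signal is argued against as well, because 78.2% of these probes have a mean signal over the median of the probes kept. Of 100 random swaps within pairs 1, the real one, gave a count as large, so chance can be excluded. The design offers the loss of differentiated tissue at the amputation site, or lower expression within the cells that remain, as explanations that could hold, and neither was tested. That these probes mark mature tissue is therefore a hypothesis.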

How the results depend on the processing

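The normexp background correction, limb bud replicate 1 left out, the order of joining in the tree and the count of middle time points were chosen only after the data had been seen, and so were all tests on other splits of the samples.

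Counts, shares and correlations that answer a comparison numbered 30. All 30 of 30 kept their direction and stayed within 1.5-fold, or within the spread of the replicates, with the other filter on dim probes and with only probes well above background on 3 or more arrays. With the other normalization and with the authors' normalized values 29 of 30 did, and the early time points at which amputation was closest to its own lateral wound moved from 4 to 3 in each case. The methods' ANOVA, the methods' paired t-test for the enriched probes, the time course of 3 to 528 h only, the floor before scaling, each mature limb array alone, the linear signal for the probe pairs and limb bud replicate 1 left out changed none of the results they apply to in this sense. For probes changed over the amputation time course, the counts ranged from 18938 for 3 to 528 h only to 27678 with the replicate block, leaving aside the replicates left out. For amputation-enriched probes they ranged from 623 with the normexp background to 850 for probes well above background.

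The replicate block and the pairing mattered most. Without the block, with 24 groups and one estimate of the spread, limma called 0, 4, 15, 127, 163, 40, 220, 1383, 1419, 2992, 7174 and 7828 probes at 3, 6, 9, 12, 24, 36, 52, 72, 120, 168, 288 and 528 h, and 658, 4379 and 13938 over the 3 phases. At 3 h the paired limma test had 3934 probes at an unadjusted p under 0.05, and the methods' paired t-test 2758 unadjusted and 0 after adjustment. By construction the comparison without the block leaves the variation between clutches in the error. With the replicate block 7737 probes had an interaction, and with the slide block 15483 had one and 6899 were amputation-specific. The last count also reflects the little power that the wound test keeps within slides. With the slide block 28, 180, 505 and 847 probes differed at 3, 6, 9 and 12 h. By construction this block leaves the deviations of single pairs in the error, since a slide can hold pairs of different time points. Whether that alone gives the lower counts was not tested. The methods' paired t-test called 2758, 2085, 2715, 2934, 5797, 6897, 6523, 8079, 9130, 12073, 12409 and 14352 probes unadjusted from 3 to 528 h, and after adjustment 1 at 52 h, 2 at 168 h, 78 at 288 h and 846 at 528 h.

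Leaving out 1 replicate lowers the number of arrays, and the counts fell for most results. Probes changed over the amputation time course numbered 13804 to 15990, with the lowest count without replicate 2. Probes with an interaction numbered 1359 to 2274, lowest without replicate 2 and highest without replicate 1, and amputation-specific probes 469 to 497. Amputation-enriched probes numbered 766 to 832 and those higher after amputation 297 to 318. Probes differing between both injuries numbered 4 to 119 at 3 h, 3 to 149 at 6 h, 67 to 500 at 9 h, 385 to 787 at 12 h, 1511 to 2014 at 24 h, 164 to 2488 at 36 h, 1089 to 2915 at 52 h, 4318 to 5838 at 72 h, 3779 to 7675 at 120 h, 7730 to 10607 at 168 h, 14892 to 16609 at 288 h and 16305 to 18009 at 528 h. The lowest count came without replicate 1 at 24, 36, 52, 120 and 528 h, without replicate 2 at 3, 6, 9, 72, 168 and 288 h and without replicate 3 at 12 h, and the highest at 3 h, above that of all replicates, came without replicate 3. Over the 3 phases the counts were 1879 to 2609, 10376 to 13388 and 22186 to 23771, lowest without replicate 2 for the first 2 phases and without replicate 1 for the last. Limb bud and mature limb differed in 16730 to 21555 probes, and 36.7 to 39.2% of the listed probes were higher in limb bud. Of the probe pairs, 93.8 to 95.6% exceeded 0.8 and 80.5 to 88.1% exceeded 0.9. The early count was 3 to 4 time points, 3 without replicate 3, the late count 1 to 2, 1 without replicate 2, and the middle count 1 to 4, 1 without replicate 1. The correlation of 528 h amputation with limb bud was 0.546 to 0.592, that of 528 h lateral wound with mature limb 0.651 to 0.723, and the change of cluster 10 was 0.25 to 0.29 after amputation and 0.14 to 0.16 after the lateral wound.

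The normexp background correction planned on the mean signal was not run, because 79 of the files give no mean signal, and the median signal was used in its place. With it 2 probes differed at 3 h, 206 at 6 h, 758 at 12 h, 1801 at 36 h, 2229 at 52 h, 5749 at 120 h and 2577 over 3 to 12 h. The early time points with amputation closest to its own lateral wound fell to 2. The cause of these changes was not tested.

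The correlations depend on what they are calculated from. Across single arrays, 76.3% and 51.8% of the probe pairs exceeded 0.8 and 0.9. With the linear ratio the early count was 2 and the correlations at 528 h were 0.137 and 0.502. With the interaction probes only, which were selected for a difference between both injuries over time, so that this setting does not test the late grouping, the early count was 3, the late count 4 and the correlations 0.743 and 0.890. Without centring the late count was 0, the middle count 2 and the correlations 0.911 and 0.995, because levels that differ between probes then set r. By the order of joining in the tree the late count was 4. The cause was not tested for the other changes.

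Named genes changed direction under quantile normalization for Slc25a5 at 168 h (0.26) and S100p at 168 and 288 h (0.33 and 0.44). With the normexp background correction they did for Smarcd1 at 52 and 72 h (-0.029, -0.050), Dsg4 at 24, 36 and 52 h (-0.28, -0.27, -0.053), Hoxb9 and Hoxc8 at 168 h (-0.088, -0.042), Hoxd13 at 12 and 36 h (-0.17, -0.043) and Hoxc13 at 36 h (-0.019). They also did for Nox4 at 36, 52, 72 and 120 h (-0.66, -0.39, -0.34 and -0.019), Msx1 at 12, 72 and 168 h (-0.64, -0.75 and -0.032) and over 24 to 72 h against the lateral wound (-0.18), Lhx2 at 72 h (-0.41), Bambi at 52 and 72 h (-0.56 and -0.45), Gad1 at 6, 36 and 52 h (-0.18, -0.10 and -0.056) and Fgf10 at 12, 36, 52, 72 and 528 h (-0.56, -0.55, -0.51, -0.35 and -0.52). Under this correction the median of all probes stood between -0.33 and -0.11 relative to mature limb, so small changes are to be read against that shift. Scaling after the offset was added is a candidate cause, since 26 of the 29 values returned to their direction with quantile normalization of the same corrected values. For the changes under quantile normalization the cause was not tested.

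Of 864 differences from mature limb for named genes, 829 kept their call under quantile normalization, 816 with the replicate block, where 48 more passed, and 703 with the normexp background. With replicate 1, 2 or 3 left out, 789, 765 and 766 kept it. Of 216 differences from the lateral wound over a phase, 186 kept their call with no replicate block. Onsets held for 54 of 66 genes under quantile normalization and for 50 of 57 when a 1.5-fold rise was asked for.

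Against other splits of the samples, 1 of 100 splits, the real one, gave a count as large for probes changed over the amputation time course, with the time labels permuted within clutches. The same held with the limbs swapped at random within pairs for amputation-enriched probes and those higher after amputation, and for the probes differing over each of the 3 phases, so chance can be excluded for these. For probes with an interaction and amputation-specific probes chance is not excluded, because swapping limbs turns a difference between the injuries into an interaction. The largest other count of interactions was 3324, close to the real one. For amputation-specific probes the largest other count was 259, against the real 601. At single time points 3 pairs allow 4 splits, and limb bud against mature limb allows 10, so chance cannot be excluded there by number alone, although 1 split, the real one, gave the largest count each time. At 3 h the largest other count was 60, next to the real 61.

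Signal over background limits what the array can show. Of the custom probes 41997 were well above background on 3 or more arrays, and where a named gene was below background on every array of a group, a bound is given for most comparisons.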

Differences from the paper's values

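The paper reports 173 amputation-enriched probes that were higher after amputation, and 314 were found here. Among the alternatives set before the data were examined, 1 falls within 1.5-fold of the paper's count, the methods' paired t-test with 213 probes, which is the test that the paper's methods name. The others do not, with 323 for the other normalization, 335 for the other filter on dim probes, 336 for probes well above background, 326 for the authors' normalized values, 298, 318 and 297 without replicates 1, 2 and 3, 309 for the slide block, 290 for no replicate block, 314 for the floor before scaling, and 312 and 314 for the first and the second mature array. The normexp background, chosen after seeing the values, gave 236 and also falls within 1.5-fold.

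In the grouping of the samples, the paper places all late amputation groups closer to the limb bud than to their lateral wound. By the pairwise correlation this held here at 2 of 4 time points. It held at 4 by the order of joining in the tree, which was chosen after seeing the values. The paper also names a later time point as the first at which the programs of both injuries can be told apart, from the clustering of averaged groups. By the pairwise r of averaged groups the same order was found here. Up to 12 h the own lateral wound was closest, and from 24 to 72 h a neighbouring amputation group was. The latter order depends on averaging the replicates. Counts of differing probes are an unlike measure and do not test that grouping. Here 61 probes differed at 3 h, 430 at 6 h, 954 at 9 h and 1304 at 12 h in the paired test, against 0, 4, 15 and 127 in limma with no replicate block. At 3 h limma's paired test had 3934 probes at an unadjusted p under 0.05.

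For many of the stress genes the paper places the onset a day after injury, and for some late. Of 12 of these genes tallied here, 1 had its onset at 24 h and 0 before. Hnrnpl passed at 24 h with the replicate block (0.33) and with the normexp background (0.38), the latter chosen after seeing the values. For Prmt1 the paper gives an earlier rise than the 288 h found here, and likewise for Set and Banf1 (288 h each), for Hmgb3 (288 h), for Setd8 and Nqo1 (528 h each) and for Prdx5 (528 h). Banf1 passed at 168 h with the replicate block (0.34), still later than in the paper. Under quantile normalization Prdx5 passed at the paper's time point, with 0.31. For Slc25a5 the paper gives a late rise and no time point passed here, while under quantile normalization 0.41 at 288 h and 0.36 at 528 h passed. Ifrd1 rises for a time according to the paper, and here no time point was higher than mature limb and 4 were lower.

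Among the epithelial genes the paper gives earlier onsets for Psca (288 h for the brightest probe, 36 to 72 h for the others), Wnt5a (120 h, and 52 h for the other probe, which is the paper's), Fcgbp (528 h, and 120 h for the other probe), Muc2 (120 h) and Cnfn (168 h, and 120 h for the other probe, which is the paper's). With the replicate block Wnt5a passed at 72 h (0.38), the later of the times that the paper gives, and Cnfn at 120 h (1.11). The brightest probe for Psca, which lies on another contig than the others, passed at 72 h in that setting (0.34), still later than in the paper. Muc2 passed at the paper's time point without replicate 2 (1.13), but in that setting it had already passed at 6 and 9 h (2.11 and 1.62). The paper gives later onsets for Dsg4 (24 h) and Krt6a, which was above background on 3 of 3 amputation arrays at 168 h. The normexp background, chosen after seeing the values, gave 120 h for Dsg4, as in the paper.

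Among limb development genes and signals the paper has Msx2 rise later than the 3 h found here, a call that was lost under quantile normalization, with the normexp background and without each of the 3 replicates, where the onset was 6 h. It has Aldh1a1 rise earlier than 52 h, Twist1 earlier than 168 h and Rarg earlier than 288 h. It places several Hox genes between the onsets found here, which were 3 h for Hoxc13, 12 h for Hoxd13, 168 h for Hoxb9 and Hoxc8 and 288 h for Hoxa9. Nox4 rises earlier in the paper than the 52 h found here, and Fgf10 earlier than 72 h. No setting that was run called Aldh1a1, Twist1, Rarg, Nox4 or Fgf10 higher than mature limb at the paper's time points. Twist1 did pass at 3 h with the replicate block (0.57), before the paper's time point.

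The paper describes the early levels of Wnt10a and Bmp2 as alike after both injuries. Over 3 to 12 h Wnt10a was 0.21 higher after amputation in 11 of 12 pairs and Bmp2 0.31 higher in 11 of 12. With no replicate block neither difference passed, and without replicate 1 that of Wnt10a did not (0.16). For Bmp2 the paper gives an early and a late wave of several time points each, and here the brighter probe passed against mature limb at 12 and 168 h. With the replicate block it also passed at 3, 6, 9, 52, 72, 120 and 288 h (0.83, 0.96, 0.89, 0.38, 0.43, 0.62 and 0.47), and without replicate 2 at 6 and 9 h (1.03 and 1.03).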

Other observations

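Of the tests reported here, those on the shared animals and slide and on the probes differing over 3 to 12 h were chosen before their results were seen, and those on other splits of the samples were chosen only after.

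At 3 to 12 h each amputation group lay closest to the lateral wound of the same time point. With each of the 12 amputation arrays set against the group means of the other clutches only, the lateral wound of the same time point was closest for 3. A neighbouring amputation time point was closest for 8. For all 12 the closest group was one of 3 to 12 h. Within the own clutch, the lateral wound of the same time point was closest for 11. Part of the closeness of both limbs may therefore come from the shared animals and slide, which cannot be separated here, since every pair lies on one slide. How much a common response to the injury adds stays open, since this was found and tested on the same data.

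Over 3 to 12 h, 4264 probes differed between amputation and lateral wound, 2135 higher and 2129 lower after amputation. This lies before the time point from which the paper tells both programs apart, by the clustering of averaged groups and not by single probes. The tables argue against the normalization as the whole cause, since 4093 were called in the same direction under quantile normalization, and against the array position on the slide, with 4119 called in the same direction with the position as a covariate. The amputation array had the lower position in 18 of 36 pairs. Of 100 random swaps within pairs 1, the real one, gave a count as large. All pairs were swapped at once, and swapped late differences widen the error of this phase, so the swaps cannot exclude chance. Without replicate 2 the count was 1879 and with no replicate block 658. The cell types in the sampled tissue and the severity of both injuries stay open as untested. That both injuries differ from the first hours on may hold, as a hypothesis.

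The 5 mature limb arrays were compared by the gap of the most distant array over the whole range. The ratios were 0.276, 0.600 and 0.25 for the 75th percentile of the signal, the number of probes well above background and the median background, all under the critical value of 0.71. The deviations of limb bud and mature limb from the means of their groups had an r of 0.460, 0.235 and 0.369 in replicates 1, 2 and 3, across probes, which are not independent replicates.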
